# Substance P Augments Chemokine Production by *Staphylococcus aureus* Infected Murine Osteoclasts

**DOI:** 10.1007/s10753-025-02280-x

**Published:** 2025-03-08

**Authors:** Sophie E. Sipprell, Quinton A. Krueger, Erin L. Mills, Ian Marriott, M. Brittany Johnson

**Keywords:** Substance P, Osteoclasts, *Staphylococcus aureus*, Osteomyelitis, Chemokines, Inflammation

## Abstract

Staphylococcal osteomyelitis is a serious infection of the bone and joints characterized by progressive inflammatory tissue damage and leukocyte recruitment leading to net bone loss. Resident bone cells are capable of recognizing *Staphylococcus aureus* and initiating an inflammatory immune response that recruits leukocytes and alters bone homeostasis. Importantly, bone tissue is richly innervated with substance P containing nerve fibers and we have previously shown that this neuropeptide can augment the inflammatory responses of both osteoblasts and osteoclasts to *S. aureus* infection via neurokinin-1 receptors (NK-1R). Here, we have extended these studies by demonstrating that pharmacological inhibition of NK-1R ameliorates disease severity in a mouse model of staphylococcal osteomyelitis. This effect was associated with a significant reduction in leukocyte-attracting chemokine production following infection and reduced local levels of osteoclast and neutrophil activity. We then assessed the effect of *S. aureus* infection on bone-marrow derived osteoclast gene expression in the absence or presence of substance P. We determined that infection upregulates osteoclast expression of mRNAs encoding inflammatory mediators that include the neutrophil-attracting chemokines identified in vivo. Importantly, we found that, while substance P has no effect on chemokine mRNA expression in infected cells, this neuropeptide significantly increases the release of these chemokines by *S. aureus* challenged osteoclasts but not osteoblasts. Together, these data further support the ability of substance P to exacerbate inflammatory damage in staphylococcal osteomyelitis and indicate that this effect may be due, in part, to an augmentation of osteoclast immune responses that promote leukocyte recruitment.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s10753-025-02280-x.

## Introduction

Osteomyelitis is a serious bacterial or fungal infection of the bone associated with progressive inflammatory bone loss [1, 2]. In the US there are 50,000 osteomyelitis cases a year, with *Staphylococcus aureus* being responsible for approximately 80% of all cases [3–6]. The increasing prevalence of antibiotic-resistant strains of *S. aureus*, along with anatomical restrictions and the difficulty of effectively removing all necrotic and infected bone tissue, compounds treatment and accounts for the high recurrence rate observed in osteomyelitis patients [2, 7–11]. Thus, there is an urgent need to further our understanding of the pathogenesis of staphylococcal osteomyelitis to identify alternative or combinatorial strategies to limit inflammatory bone loss.

During osteomyelitis the presence of inflammatory mediators, infiltrating leukocytes including neutrophils and monocytes, and dysregulation of bone homeostasis, result in necrotic tissue and net bone loss [1, 8]. Resident bone cells are now appreciated to recognize and respond to *S. aureus* [12–14] contributing to these disease hallmarks. Bone-forming osteoblasts and bone resorbing osteoclasts express pattern recognition receptors that recognize *S. aureus* and its bacterial components, thereby initiating production of inflammatory mediators including chemokines [12–18]. These chemokines can recruit and activate inflammatory leukocytes, such as neutrophils, further driving host-mediated inflammation and bone tissue loss [19, 20] due to the release of antimicrobial oxidative and non-oxidative components. Additionally, infiltrating leukocytes can serve as precursor cells for osteoclastogenesis, thereby promoting the excessive bone resorption observed in staphylococcal osteomyelitis [21, 22]. Indeed, leukocyte infiltration and increased osteoclast numbers are characteristic features of bone tissue biopsies from acute inflammatory osteomyelitis patients [23].

Bone tissue is richly innervated with nerve fibers containing substance P, a tachykinin that promotes neurogenic inflammation at many sites including the gut and the brain [24–30], and this neuropeptide has been reported to increase pro-osteoclastogenic responses associated with bone infection [12, 31, 32]. Importantly, we have recently demonstrated the robust and functional expression of neurokinin-1 receptors (NK-1R) for substance P by osteoblasts and osteoclasts and showed that substance P can augment the inflammatory cytokine responses of these cells to *S. aureus* infection [12]. Additionally, we determined that the presence of this neuropeptide alters the production of pro- and anti-osteoclastogenic factors by bacterially challenged bone cells and their proteolytic functions in a manner that would be anticipated to exacerbate inflammatory bone loss at sites of infection [12]. Furthermore, we demonstrated that the clinically approved NK-1R antagonist, aprepitant, attenuates local inflammatory and pro-osteoclastogenic mediator expression in an in vivo mouse model of post-traumatic staphylococcal osteomyelitis [12].

Here, we have extended these studies by demonstrating that pharmacological inhibition of NK-1R ameliorates disease severity in our murine osteomyelitis model. This effect was associated with the abolition of infection-induced increases in acute neutrophil-attracting chemokine production and reduced local levels of osteoclast and neutrophil activity. To begin to determine the mechanisms underlying these effects, we assessed the effect of *S. aureus* infection on bone-marrow derived osteoclast gene expression in the absence or presence of substance P. We determined that infection upregulates osteoclast expression of mRNAs encoding inflammatory mediators that include the neutrophil-attracting chemokines identified in vivo. Importantly, we found that while substance P has no effect on chemokine mRNA expression in infected cells, this neuropeptide significantly increases the release of these chemokines by *S. aureus* challenged osteoclasts, but not osteoblasts. Together, these data further support the ability of substance P to exacerbate inflammatory damage in staphylococcal osteomyelitis and indicate that this effect may be due, at least in part, to an augmentation of early osteoclast chemokine production that promotes neutrophil recruitment.

## Materials and Methods

### *Staphylococcus aureus* Propagation

The clinical *S. aureus* isolate, UAMS-1, was grown overnight on Luria broth (LB) agar plates at 37 °C in 5% CO_2_. *S. aureus* was cultured overnight in LB overnight on an orbital rocker at 37 °C in 5% CO_2_ and grown to mid-log phase prior to infection. The number of colony forming units (CFU/mL) was determined by spectrophotometry using a Nanodrop One spectrophotometer (ThermoFisher Scientific).

### Murine Model of Staphylococcal osteomyelitis

All protocols involving animals were approved by the Institutional Animal Care and Use Committee of the University of North Carolina at Charlotte. In the current study, we utilized a previously described [12, 13, 17, 18, 33] murine model of localized traumatic staphylococcal osteomyelitis that replicates the pathology of human post-traumatic osteomyelitis [12, 34]. A minimum sample size of 3 mice (male and female) per group were used for each in vivo experiment, with mice randomly selected for treatment groups. C57BL/6 J male and female mice, 8–13 weeks of age, received a 100 μL subcutaneous injection of either 10 mg/kg of the NK-1R antagonist, aprepitant (Selleck Chemical, MK-0869, cat# S1189) in 5% DMSO/95% corn oil, or the vehicle alone, at days −1, 0, and + 1 relative to the surgical infection. Prior to surgery and throughout the study duration mice received the analgesic, buprenorphine. Mice were anesthetized with inhalant isoflurane and the left femur was surgically exposed. The diaphysis of the femur was abraded on the anterior and posterior sides of the bone using a high-speed drill with a burred bit. *S. aureus*-containing agarose beads were applied to the abraded sections of the femurs to induce a localized infection. *S. aureus-*containing agarose beads were prepared by combining 1.4% low melt agarose cooled to 40–42 °C with 2 X 10^9^ CFU *S. aureus* and mineral oil. This mixture was swirled vigorously on ice to generate beads containing *S. aureus*. Prior to femur inoculation, agarose beads were washed with sterile 1X PBS and stored on ice. The muscle fascia was sutured and the surgical incision closed with staples. Animals were monitored for weight loss, alertness, and mobility twice daily until euthanasia. Any animals that lost more than 20% of their body weight or that displayed indicators of severe pain and distress were immediately euthanized. At 3 days post-infection, the infected and contralateral uninfected femur were isolated from each mouse. Femurs were weighed and processed by either snap freezing with liquid nitrogen followed by tissue protein extraction reagent (T-PER) isolation to obtain total cell protein isolates or fixed with 2% paraformaldehyde followed by decalcification for tissue cross-sectioning.

### Masson’s Trichrome Staining of Bone Tissue Cross Sections

Infected and contralateral uninfected femurs were isolated at 3 days post-infection and fixed with 2% paraformaldehyde for 24 h. The tissue was then placed in a decalcifying solution (0.5 M EDTA, 0.3 M NaOH, 15% glycerol, pH 7.1–7.4) for 5 days at 4 °C. Decalcified bone tissue was then placed through a series of wash buffer solutions containing 20% sucrose and 5–15% glycerol before being embedded in frozen optimal cutting tissue (OCT) compound. Bone tissue cross sections along the diaphysis of the bone were obtained using a refrigerated cryostat (Epredia) and placed on Superfrost Plus microscope slides (Fisherbrand, Cat# 1,255,015, Lot# 24,933). Masson’s trichrome staining was performed on 4 µm sections from uninfected and infected femurs according to the manufacturer’s guidelines (StatLab, Ref# KTMTR, Lot# 200,145). This procedure stains the cytoplasm, muscle, and erythrocytes red, collagen blue, and nuclei purple-black. The stained cross sections were imaged using a Leica DM IL LED microscope. For each sample, a minimum of 3 images were obtained per cross section and a range of 2–13 measurements of the cortical bone thickness was measured using Leica Microsystems (LAS X) software per image of each cross section. In addition, we have measured decreases in collagen staining intensity and homogeneity of these sections as indices of bone tissue integrity loss by quantifying the percent area within the bone tissue lacking Masson’s trichrome, indicating a loss of collagen within the bone tissue, using ImageJ software. A minimum of 3 cross sections per bone tissue sample from a minimum of 3 mice were used for quantification.

### Tartrate-Resistant Acid Phosphatase (TRAP) Staining of Bone Tissue Cross Sections

Bone tissue cross sections along the diaphysis of the bone were obtained as described above. TRAP staining was performed on 4 µm sections from uninfected and infected femurs of both treatment groups according to the manufacturer’s guidelines (APExBIO, Cat#K2606). The purple stain depicts TRAP and the green/blue counterstain reflects the nuclei. The stained cross-sections were imaged using a Leica DM IL LED microscope. For quantification, a minimum of 3 cross-sections were obtained per biological replicate (*n* = 3) with a range of 1–7 images per cross section. This range of images was determined based on folding or imperfections of the tissue cross sections. TRAP intensity was determined using color thresholding of the bone tissue, excluding the bone marrow, via ImageJ software.

### *Staphylococcusaureus* Immunohistochemical (IHC) Staining of Bone Tissue Cross-Sections

Bone tissue cross-sections along the diaphysis of the bone were obtained as described above. Tissue cross-sections were dehydrated with ethanol wash steps, followed by a quick rinse with deionized water and then a 10 min incubation in hydrogen peroxide. The sections were rinsed with 1X tris-buffered saline (TBS) and then blocked with 50 uL of 5% normal goat serum (NGS) diluted in 1X TBS for 30 min. Sections were incubated with 50 uL of primary antibody (1:200 dilution, Invitrogen, Ref#PA1-7246) overnight at 4 °C. Following wash steps of 1X TBS 3 times for 5 min, cross-sections were incubated with goat anti-rabbit IgG (H + L) Alexa Fluor Plus 555 secondary antibody (1:500 dilution, Invitrogen, Ref# A32732) for 30 min in the dark. The sections were washed again with 1X TBS 3 times for 5 min and then mounted with 20 uL ProLong diamond antifade mountant with DAPI (Invitrogen, Ref# P36971) on a coverslip. Representative whole tissue cross-sections were imaged using the ImageXpress Pico (Molecular Devices).

### Hematoxylin and Eosin (H&E) Staining of Bone Tissue Cross Sections

Bone tissue cross sections along the diaphysis of the bone were obtained as described above. H&E staining was performed on representative 4 µm sections from uninfected and infected femurs according to the manufacturer’s guidelines (Abcam, Cat# ab245880). The cytoplasm is represented by light pink while the collagen is represented as darker pink. The erythrocytes are represented as pink/red and the nuclei as blue. The representative stained cross-sections were imaged using a Leica DM IL LED microscope.

### Enzyme-Linked Immunosorbent Assays (ELISAs)

ELISAs were conducted on T-PER bone tissue protein isolates, cell culture supernatants, or cell protein isolates processed using mammalian protein extraction reagent (M-PER, Thermo Fisher) to quantify inflammatory mediator production in response to *S. aureus* infection at the indicated time points. The inflammatory immune mediators analyzed were TNF, IL-1β, CXCL1, CXCL2, CXCL5, CCL2, CCL4, CCL7, MMP-9, myeloperoxidase (MPO) and cathepsin K. A purified goat or rat anti-mouse capture antibody for TNF (Cat# DY410-05, 0.8 μg/mL), IL-1β (Cat# DY401-05, 4 μg/mL), CXCL1 (Cat# DY453-05, 2 μg/mL), CXCL2 (Cat# DY452-05, 2 μg/mL), CXCL5 (Cat# DY443, 4 μg/mL), MMP-9 (Cat#DY6718, 2 μg/mL), and MPO (Cat# DY3667, 0.8 μg/mL) and a biotinylated goat or rat anti-mouse detection antibody for TNF (Cat# 410–05, 0.0375 μg/mL), IL-1β (Cat# DY401-05, 0.5 μg/mL), CXCL1 (Cat# DY453-05, 0.05 μg/mL), CXCL2 (Cat# DY452-05, 0.075 μg/mL), CXCL5 (Cat# DY443, 0.05 μg/mL), MMP-9 (Cat#DY6718, 100 ng/mL), and MPO (Cat# DY3667, 0.05 μg/mL) were used to quantify the respective mouse protein concentrations according the manufacturer’s guidelines (R&D Systems). A purified rat anti-mouse CCL7 capture antibody (Abcam, Cat# 210,889–5, 2 μg/mL) and a biotinylated rat anti-mouse CCL7 detection antibody (Abcam, Cat# 210,889–5, 0.05 μg/mL) were utilized to quantify mouse CCL7 concentrations. Mouse cathepsin K concentrations were determined using a colorimetric ELISA kit according to manufacturer’s guidelines (Novus Biological, Cat# NBP3-00426). Dilutions of recombinant TNF, IL-1β, CXCL1, CXCL2, CXCL5, MMP-9, MPO (R&D Systems), CCL7 (Abcam), and cathepsin K (Novus Biological) were used to create standard curves for the respective proteins. The concentration of the proteins for in vivo and in vitro samples were determined by extrapolating the absorbances to the standard curve (*n* = 3–12). For T-PER bone tissue protein samples, ELISA results were normalized to the corresponding femur weight.

### Primary Murine Osteoblasts and Osteoclasts Differentiation

All protocols involving animals were approved by the Institutional Animal Care and Use Committee of the University of North Carolina at Charlotte. Whole calvaria were isolated from 2- to 3-day-old murine neonates according to established protocols in the field [12, 16, 35, 36]. We have previously demonstrated that our isolation procedure for murine osteoblasts yields cells that are 99% positive for osteocalcin, type I collagen, and alkaline phosphatase (ALP) consistent with [37–40]. At confluency, primary immature osteoblasts were plated in 6 well plates at a density of 2 X 10^5^ cells per well in alpha minimum essential medium (αMEM) supplemented with 10% fetal bovine serum (FBS), 0.1 M ascorbic acid, and 1 M β-glycerol phosphate and 1% penicillin/streptomycin at 37 °C in 5% CO_2_ atmosphere. Differentiation media was changed every other day for 10 days, and osteoblast differentiation was confirmed using an alkaline phosphatase staining kit (Abcam, Cat# ab242286) and positive staining assessed by bright field microscopy as we have previously described [12].

Primary murine osteoclasts were derived from the bone marrow of the humerus and femurs of adult male and female C57BL/6 J mice. Bone marrow cells were evenly seeded in 6-well plates and differentiated to mature osteoclasts with αMEM supplemented with 10% FBS, 1% penicillin/streptomycin, 100 ng/mL receptor activator of nuclear factor kappa-B ligand (RANKL) (Stem Cell Technology, Cat# 78,059), and 100 ng/mL macrophage colony-stimulating factor (M-CSF) (Stem Cell Technology, Cat# 78,059.1) for 5 days as previously described [12, 41]. To confirm differentiation, tartrate-resistant acid phosphatase (TRAP) staining was performed using a commercially available kit (Sigma Aldrich) according to the manufacturer’s instructions and the presence of TRAP-positive cells was confirmed using bright field microscopy [12, 38, 40, 42–44].

### *S.aureus* Infection of Osteoclasts and Osteoblasts

Thirty minutes prior to infection, primary murine osteoclasts and osteoblasts were either untreated or treated with 10 nM substance P (Sigma Aldrich, Cat# S6883-1MG). Cells were then infected with *S. aureus* at a bacteria-to-bone cell ratio of 75:1. Following incubation for 2 h at 37℃ in 5% CO_2_, the media was replaced with fresh media containing antibiotics. At 4 h, cell supernatants were collected or whole cell protein isolates were prepared using M-PER solution (ThermoFisher Scientific, Ref# 78,501), and total RNA was isolated using TRIzol.

### RNA Sequence Analysis

Primary murine osteoclasts were infected with *S. aureus* at a bacteria-to-osteoclast ratio of 75:1 (*n* = 3). At 4 h post-infection, RNA was isolated with TRIzol and purified using a GeneJET RNA Cleanup and Concentration Micro Kit according to the manufacturer’s guidelines (ThermoFisher Scientific). The Genomic Sequencing and Analysis Facility at the University of Texas at Austin prepared Tag-Seq libraries using an established method and they were sequenced using an NovaSeq S1 to generate 100 bp single end reads for 3’ end sequencing [45]. The adapters of the sequenced reads were adapter cut using cutadapt v. 2.6 [46] and the reads were quality checked using fastqc v0.11.9. The GRCm39 RefSeq transcriptome (GCF_000001635.27) was used as a reference to map the quality controlled reads using Bowtie2 v 2.4.1 [47]. Differential gene expression analysis was performed with the R package DESeq2 version 1.40.2 [48]. Significant changes in gene expression were characterized as a log_2_ fold change greater than two, and an adjusted p-value of less than 0.05 (Wald Statistic, Benjamini & Hochberg correction). Gene ontology terms for the transcriptome were annotated using Interproscan 5.60—92.0 [49]. Heatmaps were generated using the ComplexHeatmap v2.16.0 package [50]. ShinyGO v0.80 was used to determine pathway enrichment where the top 20 pathways with a False Discovery Rate (FDR) less than 0.05 were sorted by fold enrichment [51]. The raw and processed files are available in the BioProject publicly accessible repository under the identifier PRJNA1168989.

### Statistical Analysis

Data are expressed as the mean ± standard error of the mean (SEM). Commercially available software (GraphPad Prism, GraphPad Software, La Jolla, CA) was utilized to perform a two-way analysis of variance (ANOVA) with Šidák’s multiple comparisons test and a *p*-value of < 0.05 was considered statistically significant.

## Results

### Pharmacological Inhibition of the Substance P Receptor NK-1R Reduces Disease Severity in a Mouse Model of Staphylococcal Osteomyelitis

To further characterize the role of substance P/NK-1R interactions in the inflammatory damage associated with *S. aureus* infection, we have assessed the effect of pharmacological inhibition of NK-1R on disease severity in a mouse model that reproduces localized traumatic staphylococcal osteomyelitis [12, 13, 17, 18, 33]. We have previously shown that tissue damage is associated with *S. aureus* infection in this model and demonstrated that local inflammatory cytokine and chemokine production is associated with mechanical abrasion and infection, but not abrasion only [17, 18]. Here, the establishment of *S. aureus* infection was confirmed by immunohistochemistry (Figure S1). As shown in Figs. 1A and B, *S. aureus* infection caused decreased collagen staining intensity and homogeneity (integrity loss) and increased cortical bone thickness (disorder thickness) as indices of bone damage relative to uninfected contralateral femurs, consistent with hematoxylin and eosin staining (Figure S2) and prior descriptions in rodent models of osteomyelitis [22, 34, 52]. At sites of *S. aureus* infection, we also observed increased osteoclast activity as indicated by elevated levels of TRAP staining (Figs. 1C and D) and cathepsin K protein (Fig. 1E) and increased neutrophil recruitment/activation as indicated by elevated MPO (Fig. 1F), compared to contralateral control femurs, consistent with prior reports [53, 54]. Importantly, we found that local administration of the NK-1R antagonist, aprepitant, significantly attenuated infection-associated decreases in bone tissue integrity and disorder compared to vehicle treated (untreated) infected animals (Fig. 1A-B). Furthermore, aprepitant treatment significantly attenuated MPO release compared to vehicle treated infected bone tissue (Fig. 1C) and prevented the increase in cathepsin K levels in infected bone tissue (Fig. 1D). Together, these results support the contention that SP/NK-1R interactions augment inflammatory tissue damage in staphylococcal osteomyelitis, at least in part, via increased osteoclast and neutrophil activity.

**Fig. 1:**
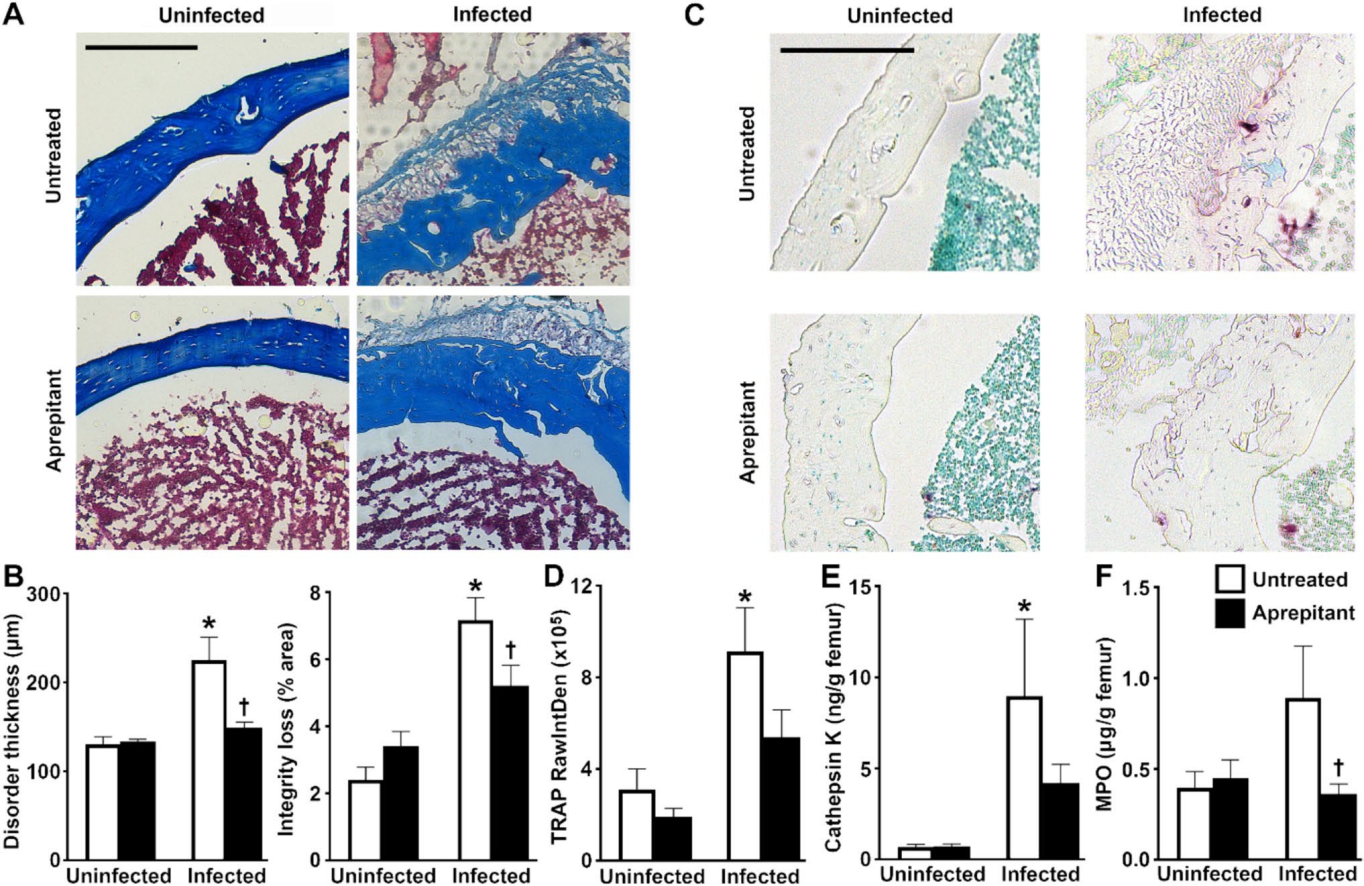
Pharmacological inhibition of the substance P receptor NK-1R reduces disease severity in a mouse model of staphylococcal osteomyelitis. Femurs were uninfected or infected with *S. aureus* and were untreated or received the NK-1R antagonist aprepitant (10 mg/kg) local to the site of bacterial administration at days −1, 0, and + 1 relative to infection. At day 3 post-infection, femurs are isolated and analyzed. Panel A: Representative sections of uninfected and infected bone tissue from untreated and aprepitant treated animals stained with Masson’s trichrome. Using this stain, the cytoplasm and erythrocytes appear red and collagen appears blue. Panel B: The cortical bone thickness at the site of abrasion and infection (Disorder thickness) and the percentage loss of Masson’s trichrome stained collagen (Integrity loss) were quantified in bone sections from each group using ImageJ software as quantitative assessments of disease severity (*n* = 3). Panel C: Representative sections of uninfected and infected bone tissue from untreated and aprepitant treated animals with TRAP staining. Using this stain, TRAP positive cells appear purple. Panel D: Osteoclast number/activity at the site of abrasion and infection were quantified according to TRAP intensity (RawIntDen) in bone sections from each group using ImageJ software. Panels E & F: Cathepsin K and MPO protein expression were assessed in protein isolates from bone tissue from each treatment group by specific capture ELISA and normalized to femur weight. Data is expressed as the mean ± SEM (*n* = 3–8). Asterisks and daggers indicate statistically significant differences compared to the corresponding uninfected contralateral femurs and the femurs of the infected untreated group, respectively (two-way ANOVA with Šidák’s multiple comparison test *p* < 0.05)

### Pharmacological Inhibition of NK-1R Attenuates Bone Tissue Chemokine Production in a Mouse Model of Staphylococcal Osteomyelitis

To begin to determine the mechanisms underlying the substance P-mediated increase in local MPO levels in *S. aureus* infected bone tissue, we assessed the early localized protein expression of the leukocyte-attracting chemokines, CCL2, CCL4, CCL7, CXCL1, CXCL2, and CXCL5, in the absence and presence of aprepitant treatment in our murine model of osteomyelitis. Consistent with our previously studies [12, 13], we observed a significant increase in the acute production of CCL2, CCL7, CXCL1, CXCL2, and CXCL5, in infected bone tissue, and a tendency to increase levels of CCL4 compared to the contralateral control femur (Fig. 2). Importantly, we found that aprepitant administration significantly reduced levels of CCL2, CCL7, CXCL1, and CXCL2 compared to those seen in untreated infected femurs, and a tendency to do the same for CCL4 and CXCL5 (Fig. 2). Together, these data suggest that substance P/NK-1R interactions augment local inflammatory damage in staphylococcal osteomyelitis, at least in part, by increasing the local production of chemokines capable of recruiting leukocytes to the site of infection.

**Fig. 2:**
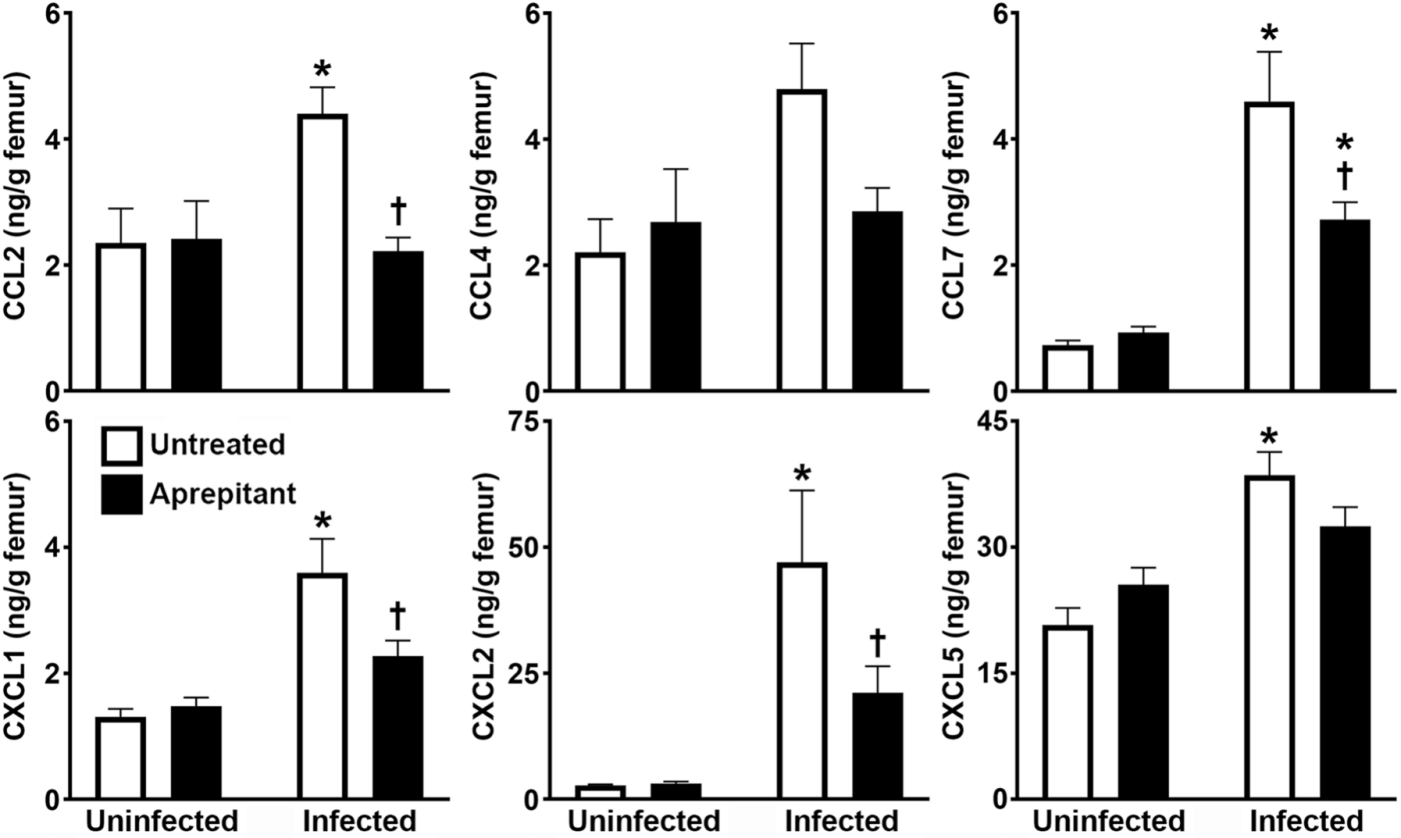
Pharmacological inhibition of NK-1R attenuates bone tissue chemokine production in a mouse model of staphylococcal osteomyelitis. Femurs were uninfected or infected with *S. aureus* and were untreated or received the NK-1R antagonist aprepitant (10 mg/kg) local to the site of bacterial administration at days −1, 0, and + 1 relative to infection. At day 3 post-infection, protein isolates were prepared from uninfected and infected bone tissue from untreated and aprepitant treated animals and were analyzed for the expression of CCL2, CCL4, CCL7, CXCL1, CXCL2, and CXCL5 by specific capture ELISA. Data is expressed as the mean ± SEM (*n* = 3–12). Asterisks and daggers indicate statistically significant differences compared to the corresponding uninfected contralateral femurs and untreated infected group femurs, respectively (two-way ANOVA with Šidák’s multiple comparison test, *p* < 0.05)

### Primary Murine Osteoclasts Show Increased Expression of mRNA Encoding Proinflammatory Cytokines and Chemokines Following Challenge with *S.aureus*

To assess the role of osteoclasts in substance P-mediated inflammatory bone damage at sites of *S. aureus* infection, we explored the ability of substance P to augment the immune responses of bone marrow-derived osteoclasts. It is well established that resident bone cells contribute to immune mediator production following *S. aureus* challenge and we, and others, have shown that infected osteoblasts produce inflammatory cytokines and leukocyte recruiting chemokines [12–17, 35]. 

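RNA Tag-Seq was performed on bone marrow-derived murine osteoclasts in 4 groups of 3 libraries each: uninfected, uninfected with substance P, infected, and infected with substance P. Substance P, a neuropeptide that acts through NK-1R, was given at 10 nM, and *S. aureus* was added 30 min later at 75 bacteria per osteoclast. The bacteria were left in contact with the cells for 2 h, and RNA was isolated at 4 h. Tag-Seq sequences mRNA from its 3′ end, here with 100 bp single-end reads. The authors removed adapters, mapped the reads to the GRCm39 RefSeq transcriptome and deposited raw counts for 60715 RefSeq transcripts, without normalization. The paper's text does not name the program that counted the reads, the treatment of reads that fit more than 1 transcript, or any removal of PCR copies, so that the counting intervals given here cover counting error only. Total counts per library were 3536702 to 5294627 in uninfected osteoclasts (median 4592486) and 3013581 to 4892674 in uninfected osteoclasts given substance P (median 3783445). In infected osteoclasts they were 3581445 to 4244524 (median 3768664), and 4049720 to 5120365 with substance P (median 4224126). A single non-coding transcript without a gene symbol took 16.8% to 19.1% of the counts of each library. Gene symbols from a RefSeq table of the earlier build GRCm38.p6 covered 77.8% of the transcripts. All 12 libraries were analysed in 1 edgeR quasi-likelihood fit of the raw counts with TMM normalization, after a filter on low counts (filterByExpr) that left 12770 transcripts. Expression is given as CPM, the count of a transcript relative to the total of its library scaled with the TMM factor. A transcript was called differentially expressed when its log2 fold change exceeded 2 in either direction with a Benjamini-Hochberg adjusted p-value below 0.05, the paper's thresholds. The comparisons, the thresholds and all but a few named alternatives were chosen before the data were examined. When changes were simulated in 200 of the 12770 transcripts at this depth, the fit recovered 38% of those changed by a factor of 2 and 90% of those changed by a factor of 4 at an adjusted p below 0.05, without a fold limit. Among transcripts at 25 CPM or more, 12 for each of these factors, it recovered 75% and 100%. Of all its calls over the 12770 transcripts, 1.69% were false. The simulated transcripts varied independently of each other. In the real libraries 1 shared component took 35.4% of the spread within groups, so these percentages need not hold there.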

Here, we first evaluated changes in mRNA expression in murine bone marrow-derived osteoclasts following infection with *S. aureus*. 

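In infected over uninfected osteoclasts, 40 of the 12770 transcripts tested passed both thresholds. They belonged to 39 genes, since *Clec4e* was represented by a pair of transcripts. Of these 40 transcripts, 38 were higher and 2 were lower in infected cells. In every one of the 40, all 3 infected libraries lay on the same side of all 3 uninfected libraries. Chance gives this for 10% of unselected transcripts with 3 libraries against 3. These 40 were selected for a large change in the same libraries, so the 10% is no comparison for them. Among the lower transcripts, *Olfml3* had a log2 fold change of −2.09 (SE 0.46, edgeR adjusted p = 0.0270). It rested on 60 counts in uninfected and 12 counts in infected cells and was not called by DESeq2 (adjusted p = 0.164, and between 0.00898 and 0.436 over its alternatives). Its edgeR call was also lost, with adjusted p-values from 0.0533 to 0.141, without uninfected library B or D or without any 1 of the 3 infected libraries. At an unadjusted p below 0.05 there were 607 transcripts, against 638.5 by chance. The fold limit moved the count most: with the adjusted p-value alone, 95 transcripts were called, 88 of them higher and 7 lower. DESeq2, run on the same 12 libraries but on all 60715 transcripts, called 39, 38 higher and 1 lower, and 38 of its calls were among the 40.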

As shown in Fig. 3, RNA Tag-Seq analysis identified 39 differentially expressed genes (DEGs) with a greater than log twofold change and an adjusted p-value of less than 0.05 in osteoclasts following *S. aureus* challenge (Figure S3). Our gene ontology analysis (Fig. 3A-C; Figure S4) demonstrated that infected osteoclasts display enrichment of genes associated with chemokine receptor binding and activity, as well as neutrophil chemotaxis. 

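The gene ontology term lists used by the authors were not analysed here, and the chemokine ligand genes, recognised by their symbols (*Ccl*, *Cxcl*, *Cx3cl* and *Xcl* followed by a digit), were counted among the DEGs instead. The background was the 7411 genes with a symbol and at least 1 transcript past the low-count filter, 16 of which were chemokine ligand genes. Of the 37 genes with a transcript called higher in infected osteoclasts, 7 encoded a chemokine ligand, where 0.0799 would be expected, an enrichment of 87.6-fold (one-sided Fisher's exact test, p = 4.70e-13). The 7 genes were *Ccl2*, *Ccl3*, *Ccl4*, *Ccl7*, *Cxcl1*, *Cxcl2* and *Cxcl3*. Genes are not independent replicates, and these lie in clusters on chromosomes 5 and 11. *Ccl3* rose from 2.06 ± 0.892 CPM (SD, n = 3) in uninfected to 251 ± 53.2 CPM (SD, n = 3) in infected osteoclasts, with a log2 fold change of 6.88 (SE 0.27, edgeR adjusted p = 1.03e-13). *Cxcl3* had 2 counts over the 3 uninfected libraries, both in the library lettered D, and 409 counts over the 3 infected libraries, a ratio of 234 after scaling (95% counting interval 64.4 to 1941). Its transcript shares a stretch of 157 bases with that of *Cxcl2*. This stretch lies 3285 bases from the 3′ end of *Cxcl3* and 1849 bases from that of *Cxcl2*, far from where Tag-Seq starts. Other shared stretches were not placed, and counts of reads that fit both could not be separated. Of the other 9 ligand genes, *Ccl22*, *Cxcl10* and *Ccl12* had adjusted p-values below 0.05 with log2 fold changes of 1.92, 1.64 and 1.62. With a log2 fold limit of 1, the count rose to 10 of the 16 ligand genes (one-sided Fisher's exact test, p = 2.22e-17), and it was also 10 with no fold limit.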

Of the 39 DEGs identified, there was a marked increase in the expression of mRNA encoding IL-1β, CXCL1, CXCL2, CCL2, CCL4, and CCL7, and a tendency to increase CXCL5 mRNA levels, in *S. aureus* challenged osteoclasts as early as 4 h post-infection (Fig. 3D). 

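The 7 genes of Fig. 3D are protein-coding, and each is represented by a single transcript in the deposited counts. Their positions are those of GENCODE for GRCm39. *Cxcl1* (NM_008176.3) lies on chromosome 5 from 91039094 to 91040974 and *Cxcl2* (NM_009140.2) on the same strand from 91051730 to 91053797. *Cxcl2* mRNA rose from 3.48 ± 2.43 CPM (SD, n = 3) in uninfected to 1423 ± 453 CPM (SD, n = 3) in infected osteoclasts, a log2 fold change of 8.65 (SE 0.37, edgeR adjusted p = 2.71e-13). Without the uninfected library B, which held 29 of its 47 uninfected counts, this log2 fold change was 9.40. *Cxcl1* mRNA was at 0.217 ± 0.376 CPM (SD, n = 3) in uninfected and 123 ± 46.1 CPM (SD, n = 3) in infected osteoclasts. Its 3 uninfected counts were all in library B, which gives a ratio of 548 with a 95% counting interval from 187 to 2659. The fitted log2 fold change of *Cxcl1* was 8.91 (SE 0.52, edgeR adjusted p = 4.55e-10), 8.30 without the uninfected library lettered D, and 11.96 without uninfected library B, a value that depends on the prior count because no uninfected count is then left. *Ccl4* (NM_013652.2), on chromosome 11 from 83553383 to 83555509, rose from 1.23 ± 0.297 to 114 ± 40.7 CPM (SD, n = 3 each), a log2 fold change of 6.53 (SE 0.33, edgeR adjusted p = 6.17e-12). *Ccl2* (NM_011333.3), from 81926397 to 81928279 on chromosome 11, rose from 27.0 ± 3.77 to 185 ± 46.5 CPM (SD, n = 3 each), a log2 fold change of 2.78 (SE 0.21, edgeR adjusted p = 4.29e-09). Its neighbour *Ccl7* (NM_013654.3), from 81936532 to 81938351, rose from 30.5 ± 7.59 to 153 ± 27.0 CPM (SD, n = 3 each), a log2 fold change of 2.33 (SE 0.20, edgeR adjusted p = 5.38e-08). *Il1b* (XM_006498795.5), on chromosome 2 from 129206490 to 129213059, had 0 counts in all 3 uninfected libraries and 2.92 ± 0.536 CPM (SD, n = 3) in infected osteoclasts. *Cxcl5* (NM_009141.3), on chromosome 5 from 90907186 to 90909483, was at 0.486 ± 0.527 CPM (SD, n = 3) in uninfected and 2.21 ± 1.37 CPM (SD, n = 3) in infected osteoclasts, and the libraries of the 2 groups overlapped. With 6 and 25 counts, *Cxcl5* was below the low-count filter. Without that filter its log2 fold change was 2.18 (SE 0.69, edgeR adjusted p = 0.480). Adjusted over the list alone, all 6 tested genes had p-values below 0.05, and the same 6 did when adjusted over all transcripts. The list was chosen by the study on these libraries, so the first count is not independent evidence.

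**Figure D1:**
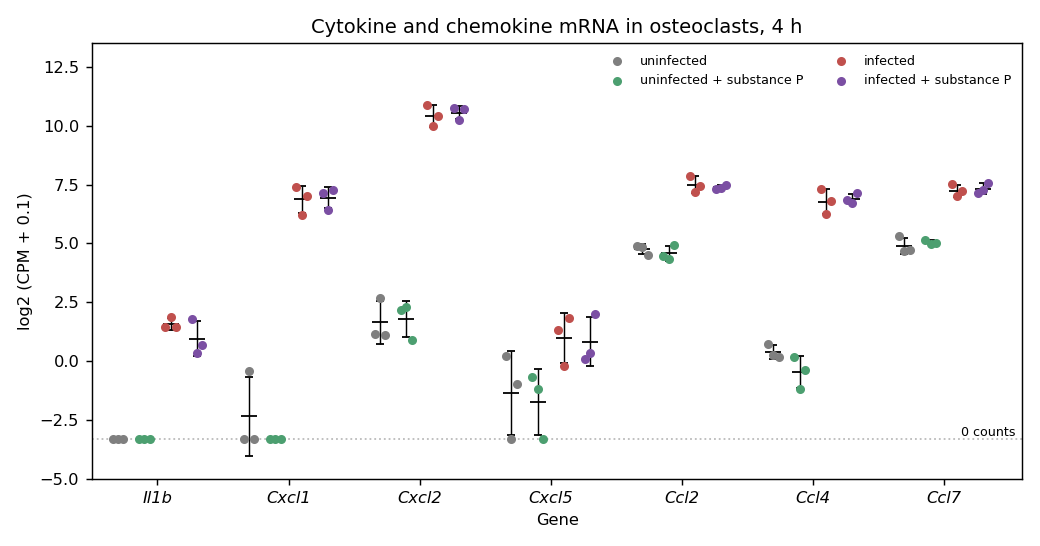
CPM on a log2 scale, with 0.1 added, of the 7 genes of Fig. 3D in each of the 12 libraries. Points are libraries, bars are the mean ± SD of the 3 libraries of a group, and the dotted line marks 0 counts. In *Cxcl2*, infected libraries lie between 1005 and 1905 CPM and uninfected libraries between 2.06 and 6.29 CPM.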

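In infected osteoclasts given substance P over infected osteoclasts without it, edgeR called 0 of the 12770 transcripts, at any fold change, and the smallest adjusted p-value was 1.00. At an unadjusted p below 0.05 there were 236 transcripts, fewer than the 638.5 that chance gives for the 12770. DESeq2 was run on all 60715 transcripts, without the low-count filter. It called 0 transcripts, with 220 at an unadjusted p below 0.05, a number not to be set against the 638.5. The same edgeR fit called transcripts for infection with the same number of libraries. *Cxcl2* mRNA was at 1528 ± 287 CPM (SD, n = 3) with substance P, and the log2 fold change over infected cells without it was 0.10 (95% confidence interval −0.40 to 0.60). The log2 fold change was 0.05 for *Cxcl1* (−0.51 to 0.61), 0.06 for *Ccl4* (−0.38 to 0.49), 0.08 for *Ccl7* (−0.29 to 0.46) and −0.15 for *Ccl2* (−0.53 to 0.24). For *Il1b*, which rested on 26 and 34 counts, it was −0.54 (−1.62 to 0.53). At this depth the intervals thus left room for an increase of up to 1.53-fold in *Cxcl1* and 1.18-fold in *Ccl2*. Leaving out 1 library turned the sign in 5 of these 6 genes, and *Cxcl1* ranged from −0.23 without infected library B to 0.33. A rotation test across the 6 tested genes of Fig. 3D (limma's fry, directional) gave a p-value of 0.995, and 0.979 when the low-count filter was dropped so that *Cxcl5* entered. An exact permutation test of the mean log2 CPM of these 6 genes, added after the data were seen, gave a difference of −0.063 (two-sided p = 0.9, where 3 libraries against 3 allow no p below 0.1). The sign of this mean was opposite to the direction of the rotation test and to the median of the 6 fitted log2 fold changes, 0.055. Adjusted over the list alone, 0 of the 6 genes had a p-value below 0.05 by edgeR (smallest 0.854, and 0 of 6 below 0.05 unadjusted). The smallest unadjusted p-values belonged to *Rnaset2b*, with a log2 fold change of 0.79 (SE 0.20), *Ermp1*, with 1.51 (SE 0.39), and *Slc11a1*, with 1.68 (SE 0.46), each with an adjusted p of 1.00. The value of *Slc11a1* came from 1 predicted transcript and fell as low as 0.78 over the alternatives.

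**Figure D2:**
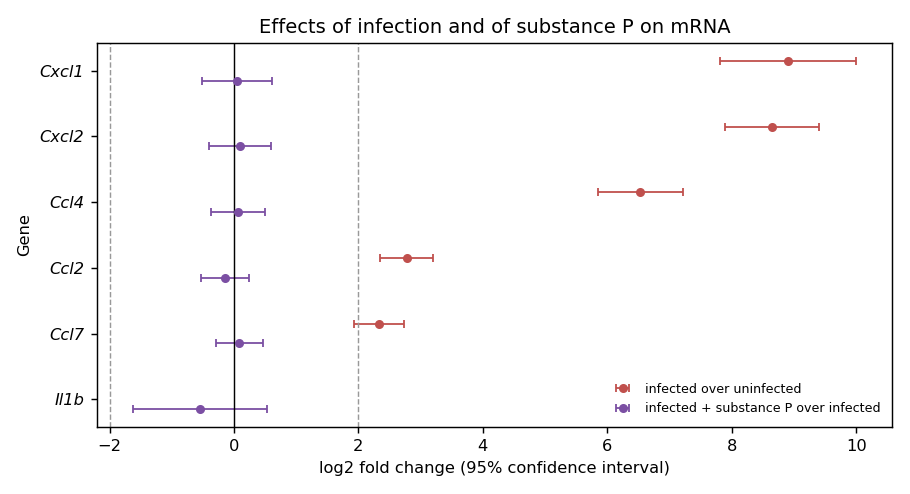
Log2 fold changes with 95% confidence intervals from the edgeR fit, for infection (infected over uninfected) and for substance P (infected with substance P over infected), 3 libraries per group. Dashed lines mark the log2 fold limit of 2. The infection effect of *Il1b* is not drawn because its uninfected libraries held 0 counts. All 6 intervals for substance P include 0.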

Interestingly, treatment with substance P failed to appreciably augment *S. aureus*-induced increases in gene expression by osteoclasts (Fig. 3D).

**Fig. 3:**
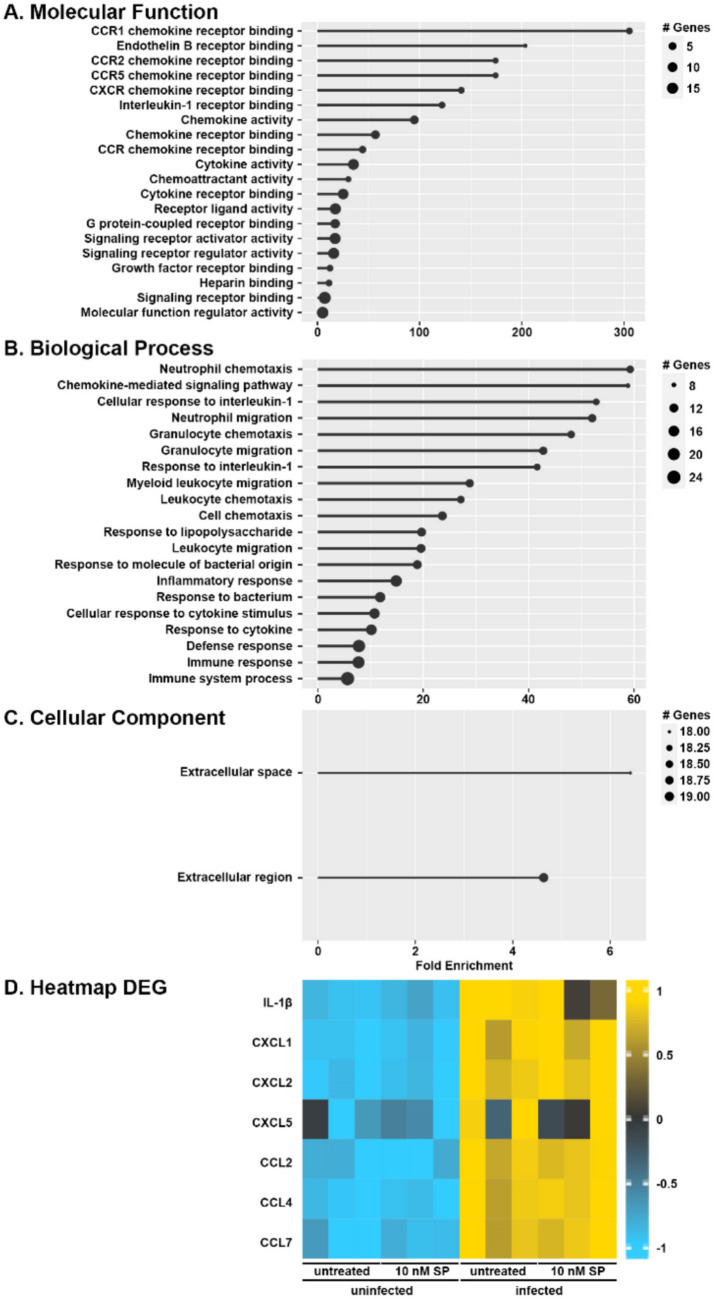
Primary murine osteoclasts increase expression of mRNA encoding proinflammatory cytokines and chemokines following challenge with *S. aureus*. Untreated or substance P treated (SP: 10 nM) bone marrow-derived osteoclasts were uninfected or infected with *S. aureus* at an MOI of 75:1 bacteria to each osteoclast and RNA was isolated at 4 h post infection. RNA Tag-Seq analysis identified 39 differentially expressed genes that displayed a twofold difference in expression (*n* = 3, adjusted *p* < 0.05). Panels A to C: Gene ontology lollipop charts displaying fold enrichment are shown for molecular function (**A**), biological processes (**B**), and cellular component location (**C**). Panel D: Heatmap displaying differential expression of genes encoding inflammatory cytokines/chemokines in untreated and substance *P* treated uninfected and *S. aureus* infected osteoclasts. The color legend indicates the z-score

### Substance P augments Protein Release of Select Proinflammatory Mediators by *S.aureus*-Challenged Osteoclasts

Consistent with our prior studies [12], we have found that murine osteoclasts produce TNF in response to *S. aureus* infection and showed that such production was augmented in the presence of substance P (Fig. 4) despite a lack of significant changes in mRNA expression. Similarly, no increase in MMP-9 mRNA was detected in osteoclasts following infection and yet statistically significant increases in MMP-9 protein production were detected following *S. aureus* challenge and such release was augmented following substance P treatment (Fig. 4). In contrast, we found that *S. aureus* induced increased intracellular levels of the immature form of IL-1β (proIL-1β) in osteoclasts (Fig. 4) in accordance with the observed increase in IL-1β mRNA expression at 4 h following infection (Fig. 3D). However, infection failed to elicit the release of mature IL-1β, and this is consistent with our prior reports in murine osteoblasts [55]. Furthermore, substance P failed to affect the level of expression of either intracellular proIL-1β or the mature secreted IL-1β (Fig. 4).

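*Mmp9*, on chromosome 2 from 164780439 to 164797771, was read from the more abundant of its 2 transcripts (XM_006498861.3), with 252 to 461 counts per library. Its mRNA was at 87.2 ± 16.2 CPM (SD, n = 3) in uninfected and 90.2 ± 3.34 CPM (SD, n = 3) in infected osteoclasts. With substance P it was at 89.5 ± 11.8 CPM (SD, n = 3) and 88.3 ± 10.3 CPM (SD, n = 3), respectively. The log2 fold change for infection was 0.05 (SE 0.17, edgeR adjusted p = 0.999), with a 95% confidence interval from −0.30 to 0.41 that allows an increase of up to 1.33-fold. Without the uninfected library lettered D it was −0.12. The log2 fold change for substance P in infected osteoclasts was −0.03 (SE 0.17, edgeR adjusted p = 1.00), and 0.02 without infected library B of the cells given substance P.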

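*Il1b* mRNA was counted at low levels in infected osteoclasts, with 9 to 14 counts per library and 34 in all, against 0 counts in the 3 uninfected libraries. Set against a floor of 3 counts over the group, *Il1b* was 13.0-fold higher in infected osteoclasts, a ratio that leaves out the counting error of the infected libraries. The edgeR test, which does not use this floor, gave an adjusted p of 0.00204. In cells given substance P, the counts were 0 in the 3 uninfected libraries and 5 to 14 in the infected libraries, 26 in all. The ratio of *Il1b* to the floor was 7.50 in these cells, and the edgeR test gave an adjusted p of 0.0144. Over the alternatives that gave a value, the adjusted p-value for infection ranged from 2.75e-06 to 0.0236.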

**Fig. 4:**
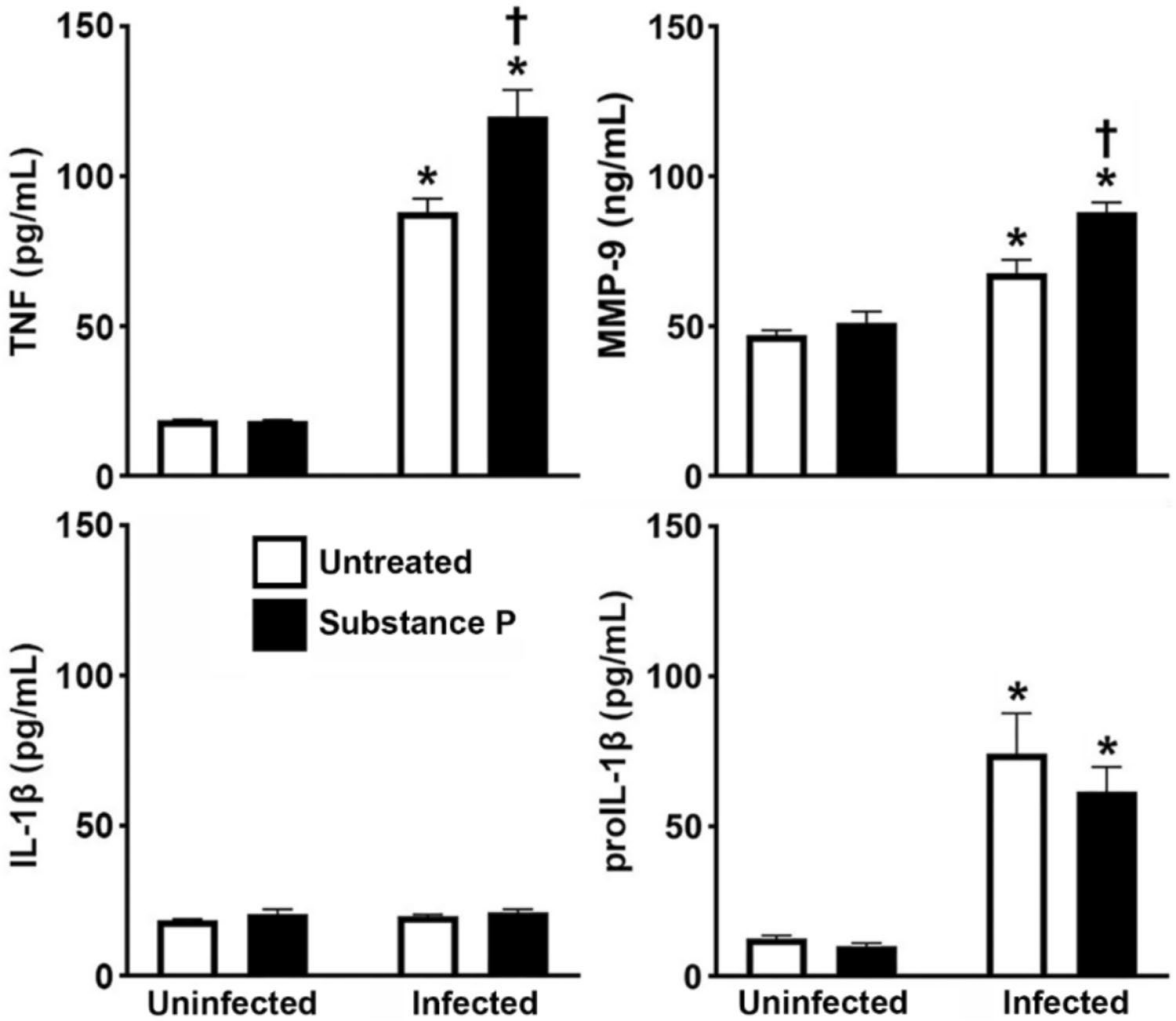
Substance P augments the production of some, but not all, proinflammatory mediators by *S. aureus* challenged osteoclasts. Untreated or substance P treated (10 nM) osteoclasts were uninfected or infected with *S. aureus* at an MOI of 75:1 bacteria to each osteoclast and the release of TNF, MMP-9, and IL-1β, and the cellular proIL-1β content was assessed at 4 h post infection by specific capture ELISA. Data is expressed as the mean ± SEM (*n* = 2–4). Asterisks indicate a statistically significant difference compared to the corresponding uninfected cells, and daggers indicate a statistically significant difference compared to untreated infected cells (two-way ANOVA with Šidák’s multiple comparison test, *p* < 0.05)

Next, we determined whether the observed increases in the expression of mRNA encoding neutrophil-attracting chemokines by osteoclasts following *S. aureus* infection correspond with increases in protein production. As shown in Fig. 5, *S. aureus* challenge induced the release of CCL2, CCL4, CCL7, CXCL1, and CXCL2, by osteoclasts consistent with its effects on mRNA expression (Fig. 3D), but failed to elicit CXCL5 production. Importantly, the presence of substance P significantly augmented *S. aureus*-induced osteoclast CCL2, CCL4, CCL7, CXCL1, and CXCL2 production (Fig. 5A). These results contrast with our findings in osteoblasts, where infection elicited robust CXCL1, CXCL2, and CXCL5 responses that were not appreciably altered by the presence of substance P (Fig. 5B). Together, these results further demonstrate the ability of substance P to enhance the inflammatory responses of osteoclasts to *S. aureus* challenge and support the notion that this neuropeptide exacerbates inflammatory damage associated with staphylococcal osteomyelitis, at least in part, via an augmentation of the leukocyte-recruiting immune functions of these cells.

**Fig. 5:**
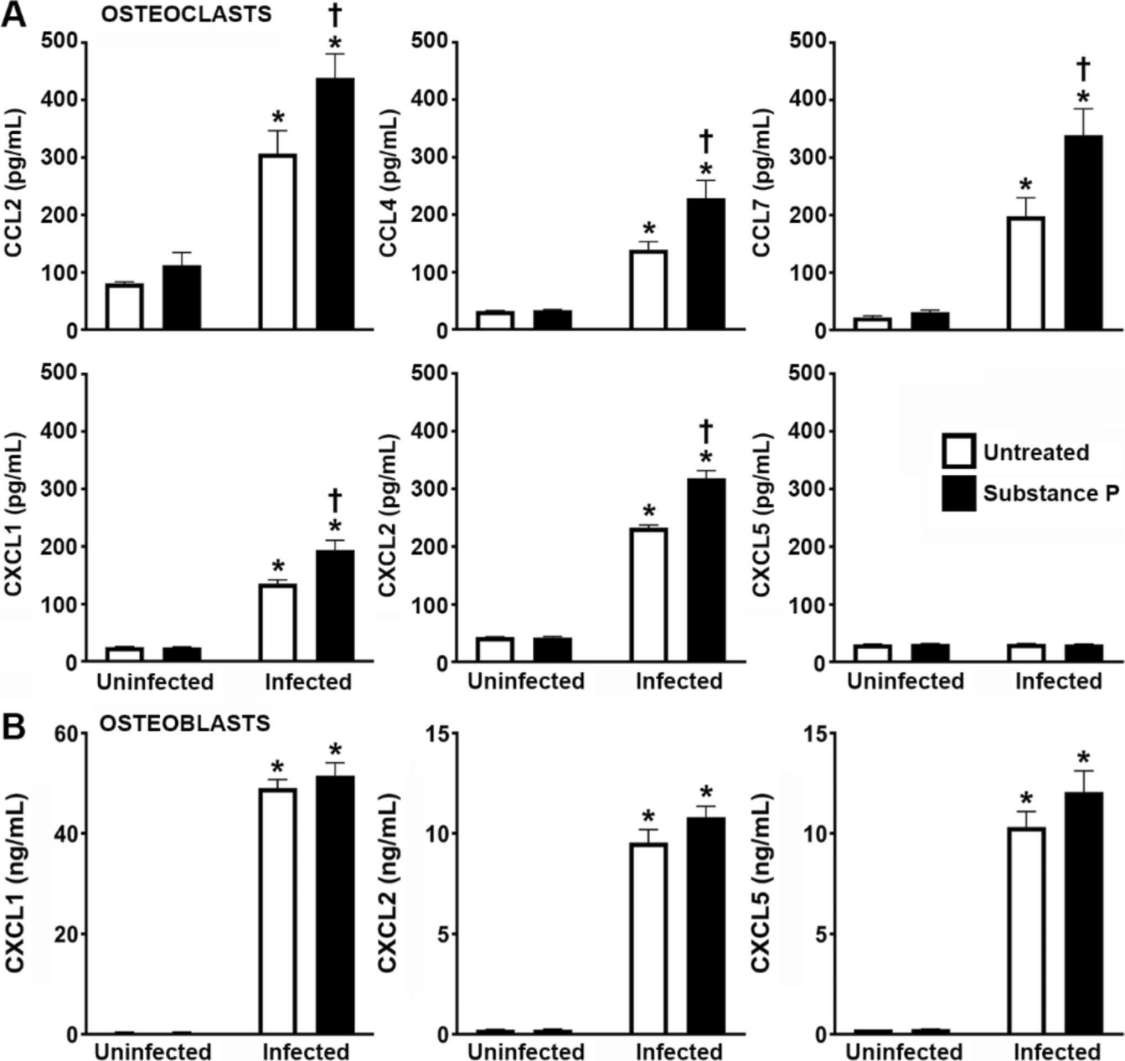
Substance P augments the production of chemokines by *S. aureus* challenged osteoclasts, but not similarly challenged osteoblasts. Untreated or substance P treated (10 nM) osteoclasts (Panel A) or osteoblasts (Panel B) were uninfected or infected with *S. aureus* at an MOI of 75:1 bacteria to each cell, and the production of CCL2, CCL4, CCL7, CXCL1, CXCL2, and CXCL5 was assessed at 4 h post infection by specific capture ELISA. Data is expressed as the mean ± SEM (*n* = 3). Asterisks indicate a statistically significant difference compared to the corresponding uninfected cells, and daggers indicate a statistically significant difference compared to untreated infected cells (Two-way ANOVA with Šidák’s multiple comparison test, *p* < 0.05)

## Discussion

Inflammatory tissue damage and leukocyte recruitment are hallmarks of staphylococcal osteomyelitis [1, 8]. In agreement with previous studies [22, 52, 56], we demonstrate that *S. aureus* infection induces acute inflammatory bone tissue loss and increased disorder in a murine model of localized staphylococcal osteomyelitis. During osteomyelitis, dysregulation of bone homeostasis contributes to net bone loss and we have found increased levels of pro-osteoclastogenic factors, such as RANKL, in *S. aureus* infected bone tissue [12]. Similarly, we show in the present study that cathepsin K expression, an indicator of osteoclast activity, is also increased following *S. aureus* challenge, which may be due to the increased osteoclast numbers previously observed in infected bone tissue [52, 54].

While leukocytes such as neutrophils are important for bacterial clearance, their infiltration can directly contribute to inflammatory bone tissue damage during osteomyelitis and may even serve as an intracellular reservoir for persistent *S. aureus* infections [57]. MPO, a marker of neutrophil activation, has previously been shown to be released by neutrophils in response to *S. aureus* [58]*,* and neutrophil activity has been shown to be increased in adolescent patients with acute hematogenous osteomyelitis [59] and implant-associated models of staphylococcal osteomyelitis [52, 53]. Consistent with this, we have shown increased local levels of MPO in infected bone tissue, indicative of increases in neutrophil activity at these sites. Further evidence of an important role for infiltrating neutrophils in inflammatory bone damage includes the early increased expression of neutrophil-attracting chemokines, such as CXCL2, at osteolytic sites in patients with implant-associated osteomyelitis [56], and our prior demonstration that levels of CCL2, CCL3, CCL7, CXCL1, CXCL2, CXCL3, and CXCL5, are elevated in our murine osteomyelitis model [13, 56], a finding that has been confirmed in the present study.

Pharmacological NK-1R inhibitors, such as aprepitant, are well tolerated in human subjects and have been clinically approved for the prevention of postoperative and chemotherapy-induced emesis [60]. Importantly, we have found that the targeting of substance P/NK-1R interactions with aprepitant markedly reduced the bone integrity loss and tissue disorder associated with in vivo* S. aureus* infection. This finding is consistent with previous demonstrations of aprepitant’s ability to reduce inflammatory damage at other sites of microbial infection, such as the lung and brain [27, 61, 62]. Our data further suggests that aprepitant-mediated decreases in bone tissue damage result, at least in part, due to reductions in local osteoclast and neutrophil activity as evidenced by lower levels of cathepsin K and MPO production, respectively, in infected bone tissue. Additionally, we observed that inhibition of substance P/NK-1R interactions significantly reduced the local production of the leukocyte-recruiting chemokines, CXCL1, CXCL2, CCL2, and CCL7, in infected bone tissue. Together, these results support the exciting proposition that SP/NK-1R interactions might be targeted therapeutically to alleviate bone tissue damage during staphylococcal osteomyelitis. It should be noted that aprepitant administration did not completely abolish significant infection-induced increases in some chemokines, such as CCL7, and this may be due to incomplete NK-1R blockade, a substance P-independent component, or could even indicate substance P signaling through other neurokinin receptors such as NK-2R and NK-3R. However, such incomplete inhibition might be desirable therapeutically, as the recruitment and activation of neutrophils, and other leukocytes, is required to clear and resolve bacterial infections. Additionally, further studies are required to assess the therapeutic potential of aprepitant to alleviate bone tissue damage during chronic osteomyelitis.

To better assess the role of osteoclasts in substance P-mediated inflammatory bone damage at sites of *S. aureus* infection, we explored the ability of this neuropeptide to augment the immune responses of bone marrow-derived osteoclasts. It is now appreciated that resident bone cells are important elements in immune responses to *S. aureus* challenge and we have previously demonstrated that bone-forming osteoblasts produce an array of immune mediators following bacterial infection [14–17, 21, 63–65]. Importantly, we have previously demonstrated that both osteoblasts and osteoclasts express the substance P receptor, NK-1R, and are functionally responsive to this neuropeptide such that it augments the inflammatory/anti-osteogenic responses of these cells to *S. aureus* infection [12, 66–68]. Here, we have confirmed these prior findings with the demonstration that substance P augments the production of the proinflammatory cytokine, TNF, and the marker of osteoclast activity, MMP-9, by *S. aureus* infected osteoclasts, but failed to augment the expression of either the intracellular immature or mature secreted form of IL-1β.

With regard to an ability to attract leukocytes to sites of infection, we have previously shown that osteoblasts produce an array of chemokines capable of recruiting neutrophils including CXCL1, CXCL2, CXCL3, CXCL5, CCL2, CCL3, and CCL7 (13). 

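In infected over uninfected osteoclasts that had both received substance P, 40 transcripts were differentially expressed, 39 higher and 1 lower. Averaged over cells with and without substance P, 6 libraries against 6, the count was 47, of which 46 were higher, and 1120 transcripts had an unadjusted p below 0.05. In this average, *Cxcl2* was 416-fold higher (95% confidence interval 286 to 606, edgeR adjusted p = 1.71e-16). The log2 fold change was 6.94 for *Ccl4* (SE 0.24, adjusted p = 3.39e-15), 2.78 for *Ccl2* (SE 0.15, adjusted p = 4.53e-12) and 2.31 for *Ccl7* (SE 0.14, adjusted p = 6.89e-11). *Cxcl1* had 0 counts in uninfected and 1670 counts in infected osteoclasts given substance P. Its ratio to a floor of 3 counts over the group was 482, without the counting error of the infected libraries. *Cxcl5* had 3 and 27 counts in these cells, a ratio of 7.79 with a 95% counting interval from 2.40 to 40.1, and an adjusted p of 0.166 without the low-count filter. DESeq2 called 39 transcripts in cells given substance P and 52 in the average.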

Here, we show that primary bone marrow-derived osteoclasts similarly express elevated levels of mRNA encoding the chemokines, CXCL1, CXCL2, CXCL5, CCL2, CCL4, and CCL7, following *S. aureus* challenge and we subsequently confirmed the robust secretion of these leukocyte chemoattractant proteins by these cells as rapidly as four hours following infection. Importantly, we demonstrate that the presence of substance P can significantly augment the release of most of these by *S. aureus*-challenged osteoclasts but failed to do so in similarly infected osteoblasts indicating cell type specificity. However, it should be noted that the effects of substance P on osteoclast chemokine production do not appear to occur at the level mRNA expression as this neuropeptide failed to have a demonstrable effect in our RNA-Seq analyses. Furthermore, substance P did not augment the production of all the chemokines showing induced mRNA expression in osteoclasts following *S. aureus* infection as seen for CXCL5, and our inability to detect significant release of this cytokine by osteoclasts but robust production by osteoblasts suggest that the latter cell type is likely to be the predominate resident cell type responsible for the local increases in this chemokine seen in infected bone.

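Averaged over uninfected and infected osteoclasts, edgeR called 0 transcripts under substance P, with 250 at an unadjusted p below 0.05, and DESeq2 called 0, with 210. Here and below, edgeR tested 12770 transcripts and DESeq2 all 60715. The interaction of infection and substance P, which tests whether the infection effect differs with the peptide, gave 0 transcripts by edgeR, with 255 at an unadjusted p below 0.05, and 0 by DESeq2, with 255. In uninfected osteoclasts, edgeR called 0 transcripts under substance P, with 231 at an unadjusted p below 0.05, and DESeq2 called 0, with 217. The smallest unadjusted p-values for the interaction belonged to *Rnaset2b*, with a log2 value of 1.08, *Rbpj*, with 2.99, and *Slc11a1*, with 2.31, each with an adjusted p of 0.999. In uninfected cells they belonged to *Gm15918*, with a log2 fold change of −1.15, *Senp7*, with −1.21, and *Olfr279*, with −1.64, each with an adjusted p of 1.00. In the average they belonged to *Gm5547*, with 1.07, and to a pair of transcripts without a symbol, with −1.73 and −1.12, each with an adjusted p of 1.00. The values of *Rbpj*, *Slc11a1* and *Senp7* each came from 1 predicted transcript. Over the alternatives, the interaction fell as low as 0.43 for *Rbpj* and 1.00 for *Slc11a1*, and the change of *Senp7* in uninfected cells shrank to −0.65. Because its RNA-Seq analyses showed no demonstrable effect of substance P, the paper proposes that the peptide's effects on chemokine production by osteoclasts do not seem to arise at the mRNA level.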

Taken together, the present study shows that substance P/NK-1R interactions exacerbate bone tissue integrity loss and disorder in staphylococcal osteomyelitis and indicates that this effect is associated with marked local increases in neutrophil-attracting chemokine production, and elevated osteoclast and neutrophil activity. The demonstration that osteoclasts produce many of these chemokines in response to in vitro *S. aureus* challenge, and the finding that substance P treatment significantly and specifically augments their production at the level of protein release, support an ability of this neuropeptide to exacerbate inflammatory damage in infected bone tissue that is due, at least in part, to an augmentation of neutrophil-recruiting chemokine production by osteoclasts. However, despite such suggestive findings, further in vivo experimental evidence will be required to definitively establish such a mechanism of action.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

## Data Availability

The raw and processed RNA sequencing files are available in the BioProject publicly accessible repository under the identifier PRJNA1168989 and the Gene Expression Omnibus (GEO) publicly accessible repository under the accession number GSE287095. Data is provided within the manuscript or supplementary files. Raw data is available upon reasonable request.

# Supplementary material for: Substance P Augments Chemokine Production by Staphylococcus aureus Infected Murine Osteoclasts
**Source:** Inflammation. 2025 Mar 8;48(5):3506–18. doi: 10.1007/s10753-025-02280-x
**Supplement:** Supplementary file 1 — Supplementary file1

**Supporting information for**

**Substance P augments chemokine production by *Staphylococcus aureus* infected murine osteoclasts**

Sophie E. Sipprell^1^, Quinton A. Krueger^1,2^, Erin L. Mills^1^, Ian Marriott^1^, and M. Brittany Johnson^1^

USA, 28223

**
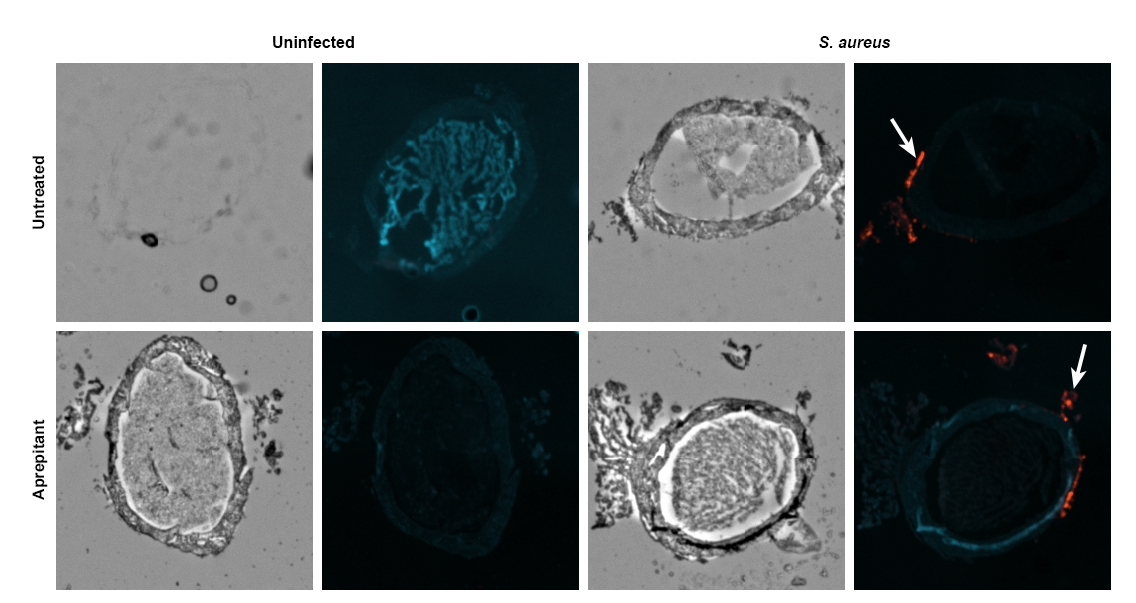
**

**SUPPLEMENTAL FIGURE 1.** Femurs were uninfected or infected with *S. aureus* and were untreated or received the NK-1R antagonist aprepitant (10 mg/kg) local to the site of bacterial administration at days -1, 0, and +1 relative to infection. At day 3 post-infection, femurs were isolated and analyzed. Representative immunohistochemical images of uninfected and *S. aureus* infected bone tissue from untreated and aprepitant treated mice. The presence of *S. aureus* is indicated in red and DAPI stained nuclei are indicated in blue. Images of bone tissue cross sections were acquired using the Molecular Devices ImageXpress Pic (4x objective).

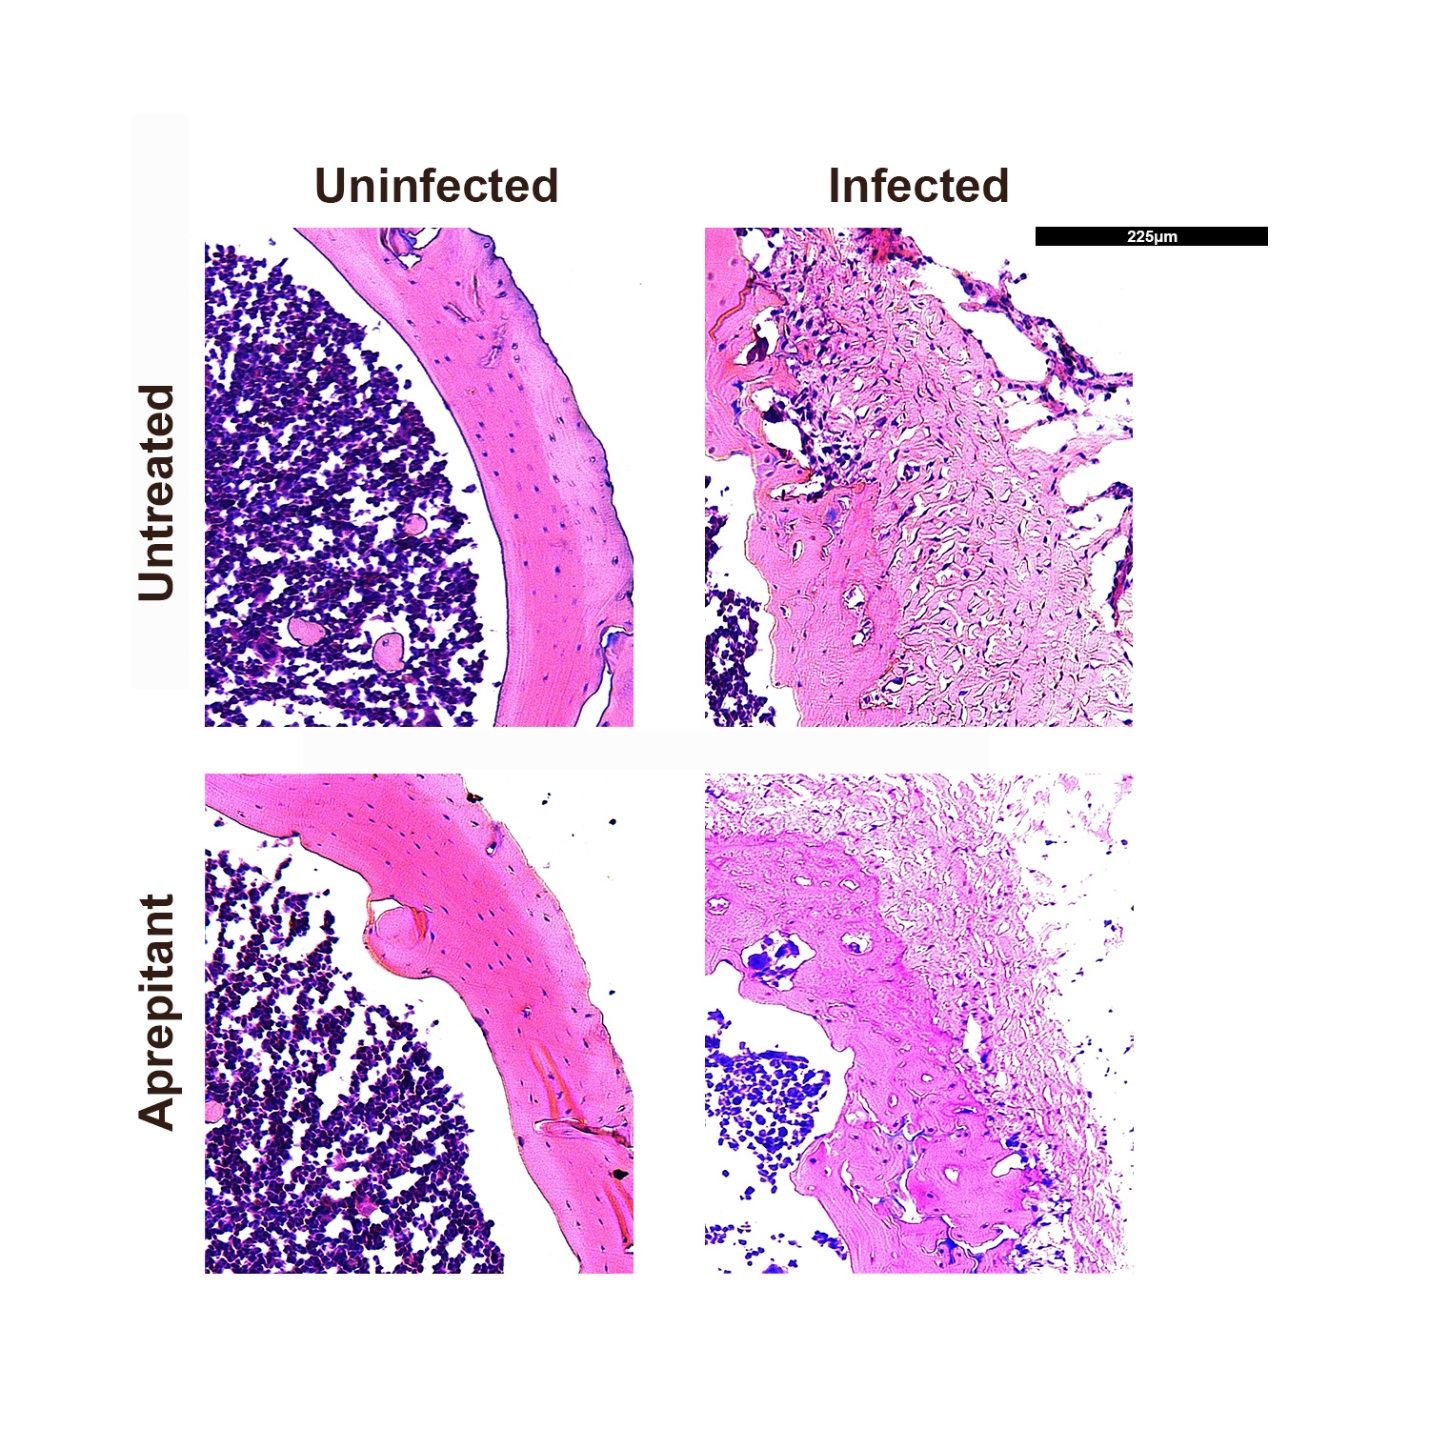

**SUPPLEMENTAL FIGURE 2.** Femurs were uninfected or infected with *S. aureus* and were untreated or received the NK-1R antagonist aprepitant (10 mg/kg) local to the site of bacterial administration at days -1, 0, and +1 relative to infection. At day 3 post-infection, femurs were isolated and analyzed. Representative bright field images of H&E staining of uninfected and infected bone tissue sections from untreated and aprepitant treated animals. Images were acquired using the Leica DM IL LED microscope (10x objective).

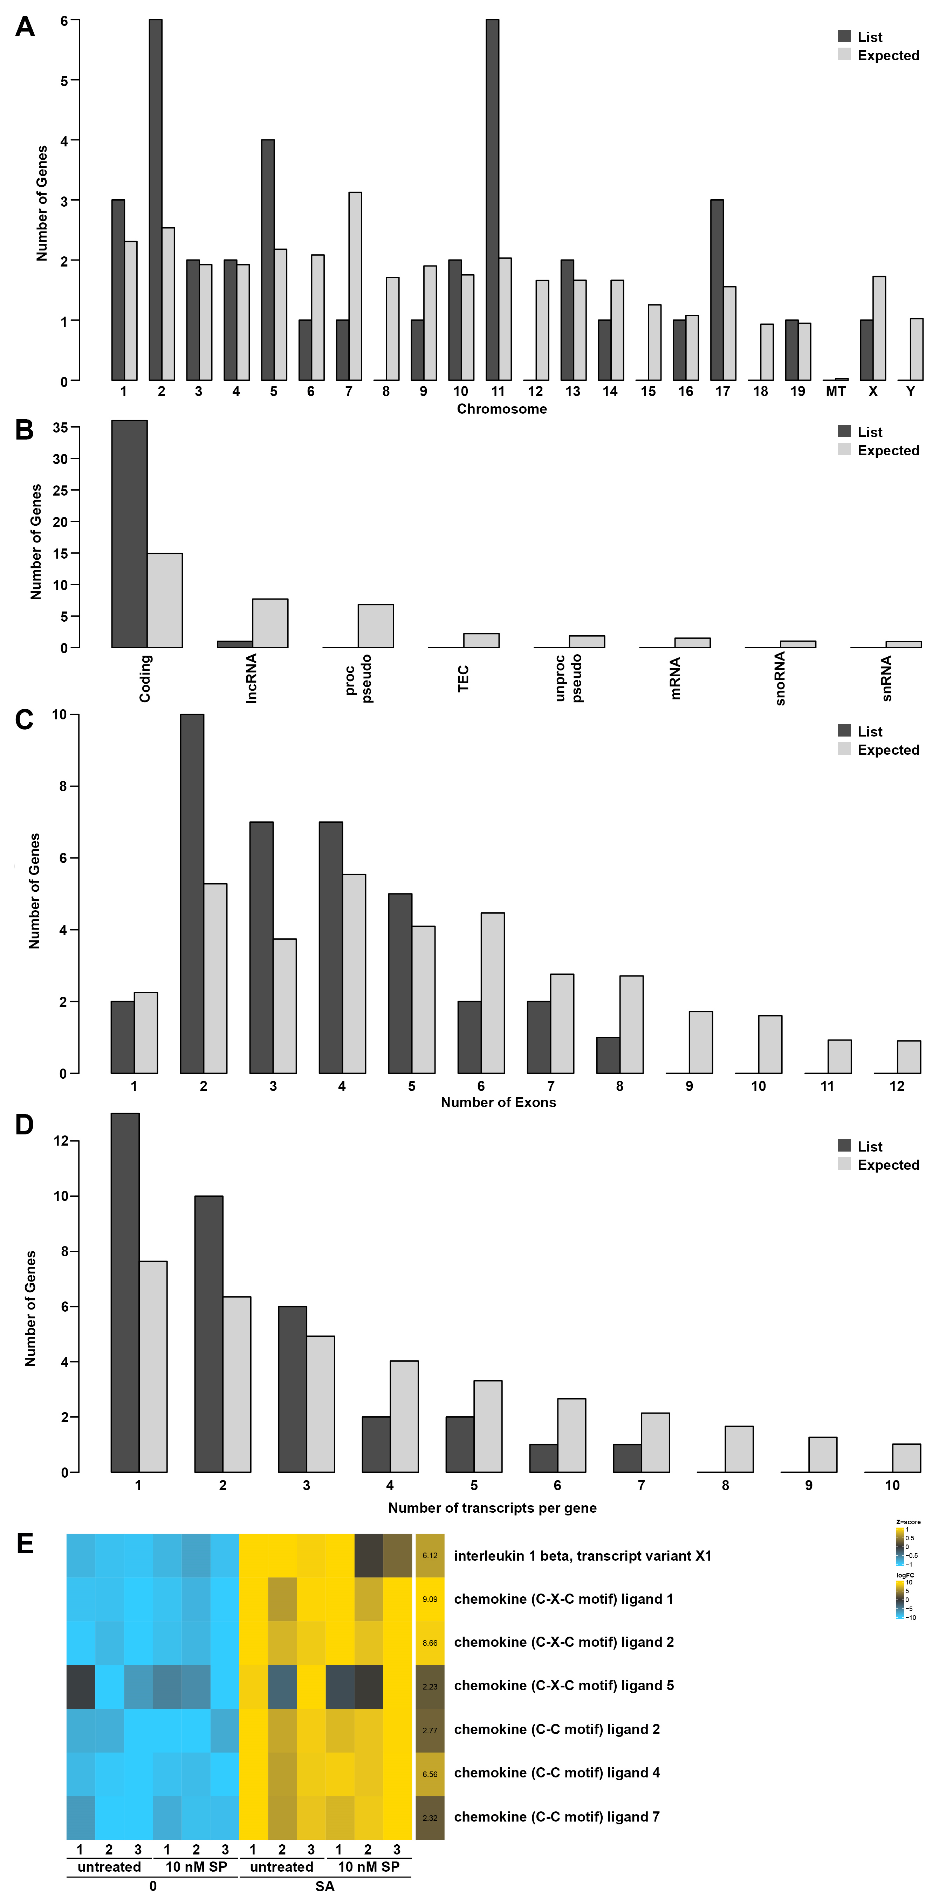

**SUPPLEMENTAL FIGURE 3.** Characteristics of differentially expression genes by *S. aureus* infected osteoclasts compared to the rest in the genome. Panel A: Distribution of query genes on the chromosomes. Panel B: Distribution by gene type. Panel C: Number of exons (coding genes only). Panel D: Number of transcript isoforms per coding gene. Panel E: A heatmap displaying differential gene expression of proinflammatory cytokines and chemokines by *S. aureus* challenged osteoclasts in the presence or absence of SP (n=3). The color legend indicates the z-score, and the average log2 fold change between uninfected and infected osteoclasts.

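Of the 39 genes with a DEG transcript, 38 had a position in the GENCODE annotation of GRCm39, and 1, *Gdap10*, had none. The largest number, 6 genes, lay on chromosome 11, where 3.21 would be expected from the 567 tested genes there (one-sided Fisher's exact test, p = 0.0973, Benjamini-Hochberg adjusted p = 1 over 21 chromosomes). Chromosome 2 held 5 genes, where 2.98 would be expected, and chromosome 5 held 4, where 2.44 would be expected. The order depended on the setting: DESeq2 on 12 libraries gave 6 genes on chromosome 2 and 6 on chromosome 11. Without uninfected library B, edgeR gave 7 on chromosome 2 and 6 on chromosome 11.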

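Among the 38 DEG genes with a position, 37 are annotated as protein-coding and 1, *Mir155hg*, as a long non-coding RNA. The 6702 tested genes with a position included 5706 protein-coding and 882 long non-coding RNA genes.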

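The log2 fold changes of DESeq2, run here on the same 12 libraries for infected over uninfected osteoclasts without substance P, were 9.09 for *Cxcl1*, 8.66 for *Cxcl2*, 6.56 for *Ccl4*, 2.77 for *Ccl2*, 2.32 for *Ccl7* and 2.23 for *Cxcl5*. The fitted value for *Il1b*, whose uninfected libraries held 0 counts, was 6.12 and is no bound on the fold change. Of these genes, *Cxcl5* had a DESeq2 adjusted p of 1.00 and the others had adjusted p-values between 1.86e-59 and 0.00331.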

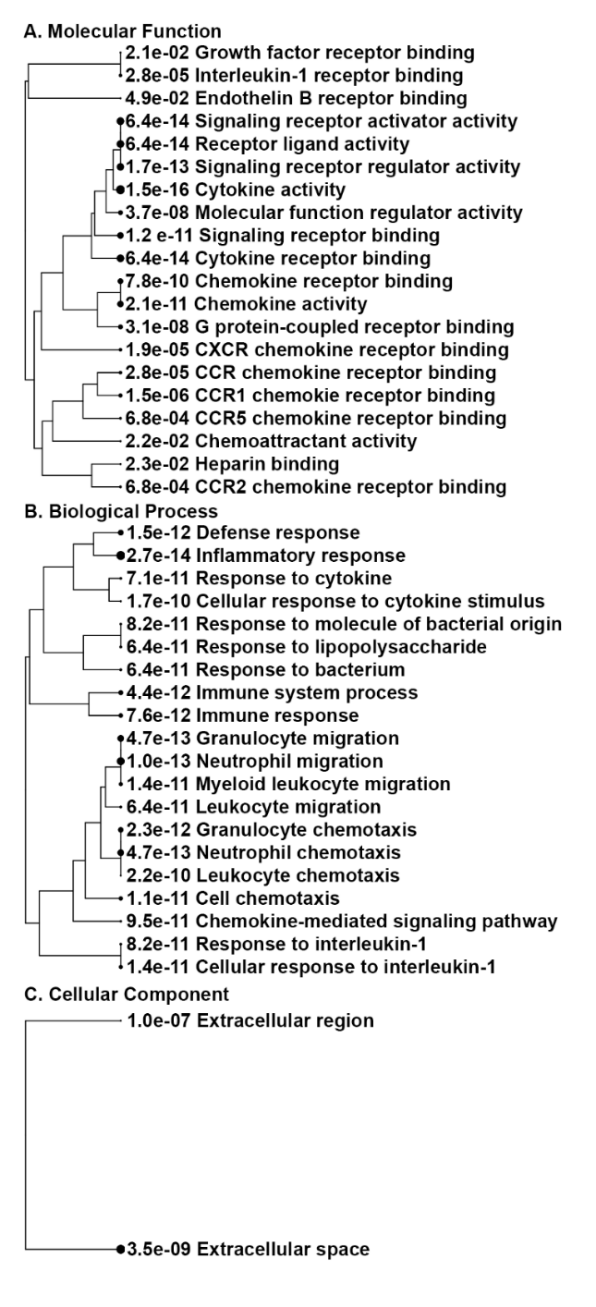

**SUPPLEMENTAL FIGURE 4.** Hierarchical clustering tree of differential gene expression summarizing the correlation among significant pathways in the molecular function (A), biological process (B), and cellular component (C), gene ontology categories expressed in osteoclasts following *S. aureus* infection. For each tree, pathways with many shared genes are clustered together and bigger dots indicate smaller p-values (number of pathways shown: 20; pathway range: 2-5000; FDR cutoff: 0.05).

How the deposited data were processed for this re-analysis (not part of the article)

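RNA Tag-Seq was performed by the authors on primary bone marrow-derived murine osteoclasts, uninfected or infected with *S. aureus*, with or without substance P, in 4 groups of 3 libraries. The authors cut adapters with cutadapt, mapped 100 bp single-end reads with Bowtie2 to the GRCm39 RefSeq transcriptome and deposited 1 table of raw counts per RefSeq transcript, not normalized. The table holds 60715 transcripts, of which 22684 are curated mRNAs, 4414 curated non-coding RNAs, 21050 predicted mRNAs and 12567 predicted non-coding RNAs. Each has at least 1 count over the 12 libraries. The paper's text does not name the counting program, the treatment of reads that fit several transcripts, or any removal of PCR copies.

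The third library of each group is lettered D in the counts and C in the sample descriptions. It was assigned to its group by its column name, and 8 libraries were matched to a described sample and 4 to their group alone. Replicates were treated as unpaired, since the paper's methods name no pairing, and no fit blocked the letters A, B and D separately. Total counts ranged from 3013581 to 5294627 per library, with a median of 4136923.

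Gene symbols were taken from a RefSeq table of GRCm38.p6, which held 47208 of the 60715 transcripts (77.8%) under 21889 symbols. Positions and gene types were taken from GENCODE for GRCm39 by symbol for 19119 symbols, 99 of them through a synonym. Transcripts without a symbol were kept in every fit, and 2302 of those tested had none.

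Differential expression was tested with edgeR 4.0.16 in R 4.3.3: TMM normalization, filterByExpr by group with a minimum count of 10, which left 12770 transcripts, and the quasi-likelihood F test on a model with 1 mean per group over all 12 libraries. The common biological coefficient of variation was 0.186. DEGs had an absolute log2 fold change above 2 and a Benjamini-Hochberg adjusted p below 0.05. The contrasts were infected over uninfected without substance P, with it, and averaged, substance P in infected cells, in uninfected cells, and averaged, and the interaction. Standard errors were obtained as the absolute log2 fold change divided by the square root of the F statistic, and confidence intervals are at 95%. CPM means and SDs are over the 3 libraries of a group, scaled with TMM factors. Where a group held 0 counts, a ratio to a floor of 3 counts over the group was computed, which leaves out the counting error of the other group. Where a group held 1 to 3 counts, an exact binomial counting interval at 95% is given. The Fig. 3D genes were tested together with limma 3.58.1 (fry, directional) on voom values. Chemokine ligand genes and chromosomes were tested with one-sided Fisher's exact tests against the tested genes, counting each gene once. Figures were drawn with matplotlib 3.10.9, adding 0.1 CPM before taking logarithms.

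The fit was tested on simulated data, in which 200 of 12770 transcripts were changed between groups of 3 libraries. edgeR recovered 8%, 38%, 90% and 96% of changes by factors of 1.5, 2, 4 and 8. Among the 12 to 16 transcripts per factor at 25 CPM or more it recovered 12.5%, 75%, 100% and 100%. Of all its calls over the 12770 transcripts, 1.69% were false. DESeq2 recovered 10%, 36%, 88% and 92%, and 3.42% of its calls were false. The simulated transcripts varied independently, without the spread shared between transcripts in the real libraries.

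Genes named in the text follow a rule: genes whose mRNA the study speaks of, genes of other proteins it names in bone cells, the 10 higher and 10 lower DEGs with the largest log2 fold changes whose libraries are separated by group, and the 3 transcripts with the smallest p in each substance P contrast and the interaction. The log2 fold changes printed in Figure S3E had been seen when this rule was written. Other genes named were chosen after their values were seen. A gene with several transcripts is given by the one with the highest mean count. *Tnf* was not analysed here.

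The alternatives were RLE size factors, no filter on low counts, a filter on a mean of at least 10 counts, DESeq2 1.42.0 on 12 libraries or on the 6 of a contrast, edgeR on those 6, the replicate letter as a block, log2 fold limits of 1 or none, the glmTreat test at a log2 fold change of 1, counts summed per gene, and leaving out each of the 12 libraries. Added after the data were seen were the first principal component of the residual log2 CPM values as a covariate, the chemokine test under each of the alternatives for the counts of DEGs, and the fry test without the low-count filter, with that component and without each infected library. On the real counts, DESeq2 was run on all 60715 transcripts, without filterByExpr. Lists of granulocyte, macrophage and osteoclast marker genes were written before their values were looked at. Gene ontology term lists were not analysed here.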

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

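Of the tests in this part, only the fit with the first residual component, 1 of the 21 alternatives, was chosen after the data were seen. *Hcar2*, *Acod1*, *Il12b* and *Ptgs2*, which the paper's text does not discuss, were higher in infected than in uninfected osteoclasts. They were picked among the DEGs whose infected and uninfected libraries do not overlap. *Hcar2* rose from 1.63 ± 0.287 to 73.1 ± 11.5 CPM (SD, n = 3 each), a log2 fold change of 5.44 (SE 0.31, edgeR adjusted p = 4.54e-11). *Acod1* rose from 8.99 ± 2.96 to 389 ± 46.1 CPM (SD, n = 3 each), a log2 fold change of 5.42 (SE 0.28, edgeR adjusted p = 6.34e-12). *Ptgs2* rose from 2.66 ± 0.820 to 92.5 ± 29.0 CPM (SD, n = 3 each), a log2 fold change of 5.09 (SE 0.34, edgeR adjusted p = 1.08e-09). *Il12b* had 3 counts over the 3 uninfected and 100 counts over the 3 infected libraries, a ratio of 38.2 with a 95% counting interval from 12.7 to 188. Its fitted log2 fold change was 5.09 (SE 0.67, edgeR adjusted p = 5.51e-05), 5.90 without uninfected library B and 4.48 without the uninfected library lettered D. In cells given substance P, the log2 fold changes for infection were 5.49 for *Hcar2*, 4.97 for *Acod1*, 5.41 for *Ptgs2* and 3.61 for *Il12b*. *Il12b* had 11 uninfected and 159 infected counts in these cells, a ratio of 12.5, and 8 of the 11 were in the library lettered D. This ratio lies below the counting interval without substance P, but that interval leaves out the spread between libraries. The interaction of infection and substance P for *Il12b* had a log2 value of −1.49 (95% confidence interval −3.65 to 0.68, edgeR unadjusted p = 0.169). A weaker rise with substance P was thus not shown.

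The choice of normalization, filter, tool or library is argued against: under 21 alternatives, 0 of the 4 genes lost its call or its sign. The log2 fold changes ranged from 5.32 to 5.55 for *Hcar2*, 5.27 to 5.72 for *Acod1*, 4.48 to 5.90 for *Il12b* and 4.85 to 5.32 for *Ptgs2*, and the largest adjusted p-values were 2.29e-06, 1.80e-06, 0.00284 and 1.97e-05. More granulocytes in the infected cultures stay open. The 9 tested granulocyte marker genes had a median log2 fold change of 0.27, the largest was 0.66, and 0 had an adjusted p below 0.05 by edgeR. The most abundant of them, *S100a8*, was at 930 CPM in uninfected and 1181 CPM in infected cells, and *Mpo* at 255 and 193 CPM with counts summed per gene. Of the 9 genes, 6 were higher and 3 lower, and 7 were above 10 CPM in uninfected cultures, a baseline that would hide a small added share. Copies made by PCR cannot be counted in these libraries, and a bias from GC content or transcript length was not tested for these genes. An effect of infection on the osteoclasts, the condition that the design names, stays open as an untested explanation. Granulocyte marker mRNA was present in uninfected and infected cultures, and counts of a whole culture cannot tell which cells held the mRNAs of these 4 genes.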

How the results depend on the processing

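The first residual component, the chemokine test under the alternatives for the counts of DEGs, and the rotation test without the low-count filter, with the component and without single libraries, and the correlations for each letter were chosen after the results were seen.

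The 40 DEGs for infection became 39 with RLE size factors, 46 without the low-count filter, 34 with a mean of at least 10 counts, 39 with DESeq2 on 12 libraries, 35 with DESeq2 or edgeR on 6 libraries, 39 with the replicate block, 36 with glmTreat, 36 with counts summed per gene and 46 with the residual component. Shared with the 40 were 39 of the 39 under RLE, 38 of the 39 under DESeq2 on 12 libraries and 32 of the 36 under glmTreat. Leaving out 1 library gave 33 to 48. A log2 fold limit of 1 gave 82 (76 higher and 6 lower), and no fold limit gave 95 (88 higher and 7 lower). With substance P in both groups these limits gave 91 and 102, and averaged over substance P 125 and 181. A looser limit lets more transcripts pass by construction. Leaving out 1 library gave 35 to 48 DEGs with substance P and 43 to 56 in the average.

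The 2 lower DEGs fell to 1 under the filter on a mean of 10 counts, DESeq2 on 12 libraries, DESeq2 on 6 libraries, edgeR on 6 libraries and glmTreat. Leaving out 1 library gave 1 to 3, with 1 without the uninfected library lettered D or infected library A. *Olfml3* kept its direction and lost its call in 8 of 20 alternatives. Its adjusted p was 0.164 and 0.436 with DESeq2 on 12 and 6 libraries and 0.0976 with edgeR on 6 libraries. It was 0.130 without uninfected library B, 0.0533 without the uninfected library lettered D, and 0.131, 0.103 and 0.141 without the infected libraries A, B and D. The stricter filter removes *Olfml3* before testing. For the tools, the cause was not tested. A fit on fewer libraries has fewer degrees of freedom.

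The chemokine ligand genes numbered between 7 and 10 among the higher DEGs over 24 alternatives, with one-sided Fisher p-values from 2.22e-17 to 8.48e-13. *Cxcl1*, *Cxcl2*, *Cxcl3*, *Ccl2*, *Ccl3*, *Ccl4* and *Ccl7* kept their direction and their call in all 21 alternatives, and *Il1b* in the 20 that gave it a value. The fitted log2 fold change of *Cxcl3* was 7.60, and 10.15 without the uninfected library lettered D, which held both its uninfected counts. Leaving out the uninfected library lettered D reversed the infection effect of *Mmp9*, which ranged from −0.12 to 0.16 over the leave-outs, and leaving out uninfected library B reversed that of *Ctsk* (−0.31 to 0.074). Neither passes a threshold.

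Substance P gave 0 DEGs by edgeR in infected cells (236 transcripts at an unadjusted p below 0.05) and 0 by DESeq2 on 12 libraries (220), and 0 under each of the other alternatives. The contrasts of substance P in uninfected cells and averaged, and the interaction, gave 0 by edgeR (231, 250 and 255 at an unadjusted p below 0.05) and 0 by DESeq2 on 12 libraries (217, 210 and 255), and 0 under the other alternatives that could be fitted. With the residual component, 13 transcripts in infected cells and 10 for the interaction had adjusted p-values below 0.05 at smaller fold changes. *Rnaset2b* was among the 13, with a log2 fold change of 0.78 (adjusted p = 0.0297, and 0.0297 to 1 over its alternatives). The rotation test over the Fig. 3D genes gave a p-value of 0.997 on the 6 infected libraries, with its direction reversed, and the cause was not tested. Leaving out 1 infected library gave p from 0.190 to 0.965, reversed without infected library B or D and without library A or D of the infected cells given substance P. With the replicate block p was 0.940. Leaving out *Cxcl5* changes nothing, because the low-count filter removes it when all 12 libraries are used. Leaving out 1 library reversed the substance P effect in infected cells of *Cxcl1* (range −0.23 to 0.33), *Cxcl2* (−0.11 to 0.37), *Ccl2* (−0.31 to 0.070), *Ccl4* (−0.18 to 0.36), *Ccl7* (−0.055 to 0.23) and *Mmp9* (−0.13 to 0.018).

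The replicate block sets library A against library B and leaves the one lettered D at 0. Libraries of 1 letter did not deviate together throughout. Across 4344 transcripts, 8 of the 18 correlations between groups of their deviations from the group means were over 0.1, with a range from −0.77 to 0.57. Between infected cells with and without substance P they were −0.12 for A, 0.37 for B and 0.52 for D. No fit blocked A, B and D separately, so the substance P intervals and calls make no allowance for a pairing of these cells. *Il1b* and *Olfml3* gave no value under the filter on a mean of 10 counts, *Cxcl5* is given a value only from fits without a filter, although it passed the filter and entered the rotation test without infected library A or B and without library A or B of the infected cells given substance P, and the fits on 6 libraries give none for the averages and the interaction. Depth limits *Il1b* and *Cxcl5*, with at most 14 and 18 counts in any library.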

Differences from the paper's values

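The counts of DEGs, the log2 fold changes for infection and the gene types and chromosomes in Figure S3 were compared with the values obtained here, and no value of the fit described above differed from the paper's by more than a factor of 1.5 for a count or by more than its standard error for a log2 fold change. The paper's reported number of DEGs is 39, and 40 transcripts from 39 genes were called here. RLE size factors, the replicate block and DESeq2 on 12 libraries each gave 39 transcripts, and so did leaving out library B of the uninfected cells given substance P or any 1 library of the infected cells given substance P. Each of these sets of 39 transcripts comes from 38 genes. Of the alternatives set before the data were examined, the log2 fold limit of 1 (82) and no fold limit (95) gave counts of DEGs more than 1.5 times the paper's, and the others gave between 33 and 48. DESeq2 is the tool that the paper's methods name, and its log2 fold changes here, such as 8.66 for *Cxcl2* and 2.77 for *Ccl2*, match the numbers printed in Figure S3E. For *Il1b*, whose uninfected libraries held 0 counts, the fitted value is set by the method and the match says nothing about the size of the change.

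The legend of Fig. 3 describes the DEGs by a smaller fold difference than the methods, which set the limit on the log2 scale. At the limit of the legend, a log2 fold change of 1, 82 transcripts were called here.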

Other observations

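Chosen only after their results were seen were the tests of the spread between libraries, of *Tacr1*, of near-equal transcripts of a gene, and of sequence shared among *Cxcl1*, *Cxcl2* and *Cxcl3*.

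Other splits of the same libraries were run to see whether chance can be excluded as the source of the counts of DEGs. For infection, 1 of 10 splits, the real one, gave as many DEGs, and the largest count in another split was 14. In cells given substance P it was again 1 of 10, with at most 0 in another split by edgeR. A design of 3 against 3 cannot exclude chance by splits. In the average, 6 against 6, 1 of 100 splits gave as many, with at most 25 in another, and chance is excluded. For substance P, where the real split gave 0 DEGs by edgeR, every split has at least as many by construction (10 of 10 in infected and 10 of 10 in uninfected cells, 100 of 100 for the interaction and 100 of 100 for the average), so these splits say nothing about chance. The largest count in another split was 41 for the interaction and 2 for the average.

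Lists of marker genes were compared between infected and uninfected cultures with counts summed per gene. The 10 tested of 14 macrophage marker genes had a median log2 fold change of 0.11 and ranged from −0.72 (*Cx3cr1*) to 0.40 (*Mrc1*). Among them, *Lyz2* was at 0.01, *Csf1r* at −0.18 and *C1qb* at 0.25. The 7 tested of 10 osteoclast marker genes had a median of −0.15. In both lists 0 genes had an adjusted p below 0.05 by edgeR. The uninfected cultures held 8 of the macrophage genes above 10 CPM, *Csf1r* at 1887 CPM. Changes of marker genes between cultures cannot tell which cells held the mRNAs that rose with infection.

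Shared reads were tested for the chemokines that lie side by side. The transcript of *Cxcl1* shares 0 stretches of 50 bases with those of *Cxcl2* and *Cxcl3*, and *Ccl3* and *Ccl4*, and *Ccl2* and *Ccl7*, share 0 as well, which argues against a rise through reads shared between them. *Cxcl2* and *Cxcl3* share 126 such stretches. The longest shared run, of 157 bases, lies 1849 bases from the 3′ end of a *Cxcl2* transcript of 2066 bases. In a *Cxcl3* transcript of 3498 bases it lies 3285 bases from the 3′ end. Both places are far from the end where Tag-Seq starts. A run of this length cannot hold all 126 stretches, and the place of the others was not determined. *Cxcl3* counts were 1.77% to 3.29% of *Cxcl2* counts in the 6 infected libraries, too few for reads of *Cxcl3* to account for *Cxcl2*. The reverse stays open: the share of *Cxcl3* varied 7.18 times as much as counting error, which PCR copies could also produce, so the rise of *Cxcl3* and reads from *Cxcl2* cannot be told apart by these counts.

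The absence of DEGs under substance P was tested in 2 ways. A spread between libraries too large for any call is argued against by the 40 DEGs for infection in the same fit, but these rest on large changes. A spread that hides smaller effects of substance P stays open: 38% of simulated changes by a factor of 2 and 8% of those by a factor of 1.5 were recovered, and 75% and 12.5% among transcripts at 25 CPM or more. The simulation left out any spread shared between transcripts, so these percentages need not hold for the real libraries. The first component of the spread within groups took 35.4% of that spread, and with it in the model 0 DEGs were called in infected cells by edgeR (13 transcripts had an adjusted p below 0.05 at smaller fold changes). What lies behind the component is open. Its Spearman correlation across transcripts was 0.029 with GC content. For reads from genomic DNA or unspliced RNA, the correlations were 0.20 with exonic length and −0.19 with mean log2 CPM. The tests of both explanations are void because 75.7% of the transcripts had a value, under the 80% required. No biological explanation of it was tested.

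*Tacr1*, which encodes NK-1R, was at or near the floor. Its 4 transcripts summed to a median of 2 counts per library and at most 6, with more than 3 counts in 3 of 12 libraries, so a division of its reads among transcripts is argued against. *Tnfsf11* had between 0 and 6 counts per library. *Mpo* had a log2 fold change for infection of −0.36 (SE 0.26), which ranged from −0.67 to −8.90e-04 with 1 library left out, and averaged over substance P of −0.48 (unadjusted p = 0.0170, edgeR adjusted p = 0.392). *Ctsk* changed by −0.14 and *Acp5* by −0.35 on the log2 scale with infection, with edgeR adjusted p-values of 0.999 each.

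In 1036 pairs of transcripts of 1 gene with near-equal totals, within 5%, the variance of the share of a transcript was 0.968 times the binomial variance (median). Counting each read on every transcript it fits would give a ratio near 0, and is argued against. Random assignment of each read to 1 of the transcripts stays open and was not tested further.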
